# Hypoxia induces an early primitive streak signature, enhancing spontaneous elongation and lineage representation in gastruloids

**DOI:** 10.1242/dev.200679

**Published:** 2022-09-14

**Authors:** Natalia López-Anguita, Seher Ipek Gassaloglu, Maximilian Stötzel, Adriano Bolondi, Deniz Conkar, Marina Typou, René Buschow, Jesse V. Veenvliet, Aydan Bulut-Karslioglu

**Keywords:** Hypoxia, Hif1a, WNT, Gastruloid, Pluripotency

## Abstract

The cellular microenvironment, together with intrinsic regulators, shapes stem cell identity and differentiation capacity. Mammalian early embryos are exposed to hypoxia *in vivo* and appear to benefit from hypoxic culture *in vitro*. Yet, how hypoxia influences stem cell transcriptional networks and lineage choices remain poorly understood. Here, we investigated the molecular effects of acute and prolonged hypoxia on embryonic and extra-embryonic stem cells as well as the functional impact on differentiation potential. We find a temporal and cell type-specific transcriptional response including an early primitive streak signature in hypoxic embryonic stem cells mediated by HIF1α. Using a 3D gastruloid differentiation model, we show that hypoxia-induced T expression enables symmetry breaking and axial elongation in the absence of exogenous WNT activation. When combined with exogenous WNT activation, hypoxia enhances lineage representation in gastruloids, as demonstrated by highly enriched signatures of gut endoderm, notochord, neuromesodermal progenitors and somites. Our findings directly link the microenvironment to stem cell function and provide a rationale supportive of applying physiological conditions in models of embryo development.

## INTRODUCTION

In most early mammalian embryos, the first three cell types are established and maintained in oxygen tension ranging from 1.5 to 8% (Fischer and Bavister, 1993; Ottosen et al., 2006; Yedwab et al., 1976). These comprise the pluripotent epiblast, the primitive endoderm (PrE), and the trophectoderm (TE). Upon differentiation, the extra-embryonic PrE and TE give rise to the yolk sac and placenta, respectively (Rossant et al., 2003). Local oxygen levels in the embryo are likely sub-atmospheric until proper placentation at midgestation (Woods et al., 2018). Hypoxia is also endemic to adult stem cell niches (Mohyeldin et al., 2010) and solid tumors (Muz et al., 2015; Rankin and Giaccia, 2016) and as such is a common physiological component of the cellular microenvironment.

Numerous studies on mouse and human embryonic stem cells (ESCs) revealed that hypoxia promotes ESC differentiation, especially towards endodermal lineages (Burr et al., 2017; Forristal et al., 2010; Houghton, 2021; Kusuma et al., 2014; Pimton et al., 2015). Hypoxia is also implemented in some protocols that model mammalian embryo development in a dish (Sozen et al., 2021; Aguilera-Castrejon et al., 2021), yet the mechanisms through which hypoxia exerts its beneficial effects are not clear. The severity and duration of hypoxia are major determinants of the hypoxic response, which is primarily executed by hypoxia-inducible factors (Hif). The canonical hypoxic response entails activation of glycolysis and angiogenesis genes by HIF1α (Muz et al., 2015; Podkalicka et al., 2020). In addition, hypoxia contributes to epithelial-mesenchymal transition (EMT) and invasiveness in various cancers (Muz et al., 2015; Rankin and Giaccia, 2016). EMT is also a cornerstone of embryonic development, as it enables cell movement and migration. In the mouse embryo, radial symmetry breaking happens at the time of gastrulation via formation of the primitive streak (Bardot and Hadjantonakis, 2020). The interplay between signaling pathways, including WNT, BMP and FGF, and downstream activities of master transcription factors (TFs), such as Eomes, T (brachyury) and Snai1 induce EMT on the posterior side of the embryo (Bardot and Hadjantonakis, 2020). Antagonization of these signals then defines the ectoderm on the anterior side (Bardot and Hadjantonakis, 2020).

Although WNT is not required for mouse pre-implantation development (Fan et al., 2020), distinct WNT activities mediate long-term maintenance (ten Berge et al., 2011; Fan et al., 2020) and resolution of pluripotency (Bardot and Hadjantonakis, 2020) *in vivo*. *In vitro*, distinct pluripotent states can be captured (Kinoshita et al., 2021; Neagu et al., 2020; Ying et al., 2008) and differentiation programs can be mimicked (van den Brink et al., 2014; Hayashi et al., 2011) by modulating the activity of developmental signaling pathways including the WNT pathway. Exogenous WNT activation during differentiation of ESC aggregates of a defined size leads to *T* expression and axial elongation, thus generating embryonic organoids resembling the post-implantation embryo (gastruloids) (Beccari et al., 2018; van den Brink et al., 2014; Turner et al., 2017; Vianello and Lutolf, 2020 preprint). Prolific WNT activity is, however, undesirable as it hinders the emergence of certain tissues, including the neural lineages and reduces structural complexity (Girgin et al., 2021; Olmsted and Paluh, 2021). *In vivo*, transient and fine-tuned gene activity underlies tissue diversification in the gastrulating embryo (Mittnenzweig et al., 2021). Modulation of pathway activity is thus crucial to achieve *in vivo*-like complexity in models of embryo development.

Here, we investigated the molecular effects of acute and prolonged hypoxia on transcriptional networks and stem cell identities of embryonic and extra-embryonic stem cells. We show that hypoxic ESCs are transcriptionally primed with a primitive streak signature, including *Wnt3* and *T* induction downstream of HIF1α. Exposure to hypoxia enables spontaneous symmetry breaking in gastruloids without exogenous WNT activation. Conventional gastruloids generated via ubiquitous WNT activation also benefit from hypoxia and present an enhanced variety of cell states compared with normoxic gastruloids, namely gut endoderm, notochord, as well as mesodermal progenitors and derivatives.

## RESULTS

### Exposure of stem cells to hypoxia leads to cell type-specific transcriptional responses

To investigate the impact of hypoxia on transcriptional programs of mouse early embryonic and extra-embryonic stem cells, we used ESCs (Evans and Kaufman, 1981; Martin, 1981), extra-embryonic endoderm stem (XEN) cells (Kunath et al., 2005) and trophoblast stem cells (TSCs) (Tanaka et al., 1998), which are *in vitro* models of the epiblast, PrE and TE, respectively. The acute response to hypoxia in the form of Hif activation and metabolic adjustments occurs within minutes to hours (Pagé et al., 2002). However, the embryo might be exposed to hypoxia for about 9-10 days *in vivo* between fertilization and approximately embryonic day (E) 9-10 when proper placentation begins (Woods et al., 2018). Early embryonic and extra-embryonic cells are thus likely exposed to hypoxia for at least a few days. To examine the effect of hypoxia on stem cell identity and function in a time-resolved manner, we cultured ESCs, TSCs and XEN cells in hypoxia (2% O_2_) or normoxia (20% O_2_) for up to 7 days and assessed stem cell marker expression and proliferation and apoptosis rates (Fig. 1A). In general, prolonged culture in hypoxia did not lead to increased cell death or morphological changes (Fig. S1A, Fig. 1B). ESCs proliferated slower in hypoxia (*P*=0.01), but showed no alterations in cell cycle distribution (Fig. S1B,C). TSC and XEN proliferation was largely not affected (Fig. S1B). Importantly, stem cells remained undifferentiated and retained markers associated with each stem cell state, such as NANOG, CDX2 and GATA4, after 7 days of hypoxia exposure with even higher expression of CDX2 and GATA4 in hypoxia (Fig. 1B,C). Thus, stem cells are adaptable to hypoxia without compromise to their cell state.

**Fig. 1.**
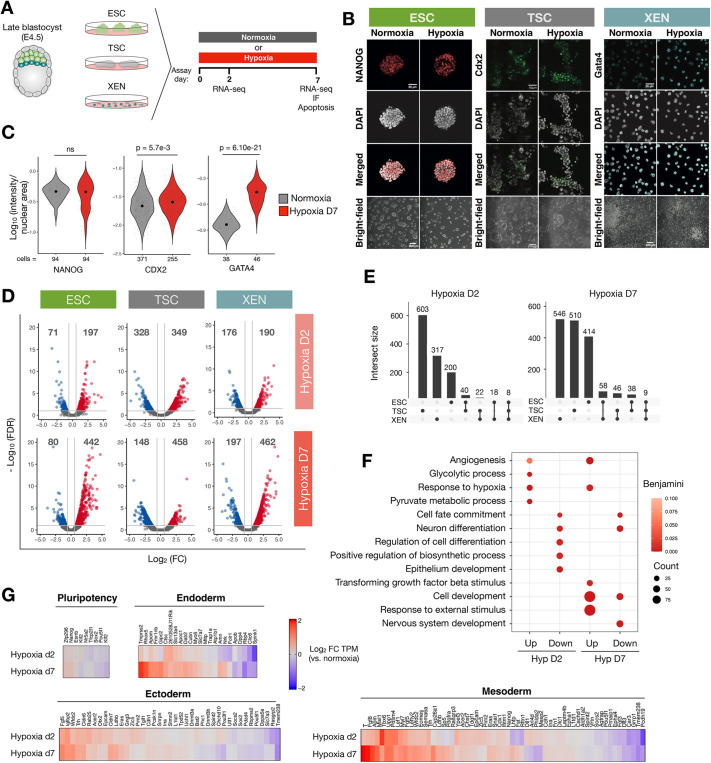
**Hypoxia elicits cell type-specific transcriptional responses in ESCs, TSCs and XEN cells.** (A) Schematic of the experimental setup. IF, immunofluorescence. (B) Immunofluorescence staining and brightfield images of ESCs, TSCs and XEN cells cultured in normoxia or hypoxia for 7 days. Scale bars: 50 μm (immunofluorescence); 200 μm (brightfield). (C) Quantification of immunofluorescence images including those displayed in B. The fluorescent intensity of each nucleus was measured and normalized to the nuclear area. Each fine dot represents a cell. *n* represents the number of quantified cells per sample. Statistical tests are unpaired, two-sample Wilcoxon tests. (D) Volcano plots showing upregulated (red) and downregulated (blue) genes on hypoxia day 2 and day 7 relative to normoxia. Numbers of DE genes are indicated above each section. (E) Overlap of DE genes across cell types on hypoxia day 2 and day 7. Schematics below graphs indicate the samples in which the genes were identified as DE. (F) GO-BP terms associated with DE genes in ESCs exposed to acute (d2) or prolonged (d7) hypoxia (Hyp). Representative significant terms are shown. (G) Heatmaps showing expression levels of the indicated pluripotency and lineage-associated genes in hypoxic relative to normoxic ESCs. See Materials and Methods for details.

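Mouse ESCs, TSCs and XEN cells were kept in normoxia (20% oxygen) or in hypoxia (2% oxygen) for 2 or 7 days. RNA from 2 biological replicates of each condition was sequenced, which gave 6 libraries per cell type and 18 in all. The authors aligned the reads to the mouse genome, counted them on genes, kept protein-coding genes above a low level of expression and deposited TPM (transcripts per 1000000) in a separate table for each cell type. The tables held 13578 genes for ESCs, 13518 for TSCs and 11538 for XEN cells. The annotation used here lists 11, 11 and 7 of these as other than protein-coding. In each library, the deposited TPM multiplied by the distance between a gene's start and end fell on multiples of a common step. In the median library, 98.8% of the values lay within 0.05 of a whole multiple. With the summed length of the exons in place of that distance, the share was between 9.85% and 11.1%. The deposited TPM were thus scaled by the whole span of a gene, introns included, and the multiples give back the reads behind each value. The libraries held between 35592641 and 75204024 such reads. ESC libraries held 37760281 and 50296393 in normoxia, 55134671 and 61958566 on day 2 and 56017126 and 39649654 on day 7. The 20 most abundant genes took between 6.17% and 16.3% of the reads of a library. No gene in the tables had fewer than 0.415 CPM (counts scaled to a library sum of 1000000) in its second-highest library, and the authors kept genes above 0.4 in at least 2 of 6. Genes with a TPM above 0.4 in at least 2 of the 6 libraries of a cell type were tested here, 12271 in ESCs, 12481 in TSCs and 10894 in XEN cells. The log2 of TPM plus 0.5 was fitted per cell type with limma, with a trend of the variance on mean expression. A gene was called differentially expressed (DE) when its p-value, adjusted over all genes tested by the method of Benjamini and Hochberg, was at or under 0.1 and its fold change was over 1.5, the thresholds the paper gives. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so the p-values rest on the variance that limma shares between genes.

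**Figure D1:**
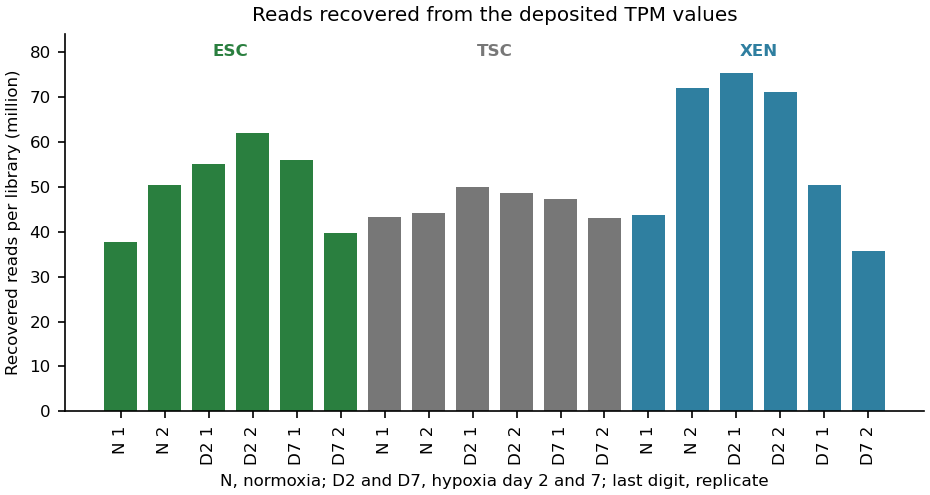
Reads recovered from the deposited TPM of each library, in units of 1000000 reads, by cell type and condition. Each bar is a library, and the lowest holds 35592641 reads.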

To probe the extent and specificity of the transcriptional response to hypoxia, we next profiled gene expression in each stem cell type on day 2 (acute) or day 7 (prolonged) of hypoxia exposure by bulk RNA sequencing (RNA-seq). Cells were cultured at similarly low densities across conditions to eliminate colony size as a barrier to oxygen diffusion (Fig. S1D). Hierarchical clustering based on transcriptome profiles revealed primarily cell type-mediated clusters, indicating that hypoxia in general does not perturb transcriptional identities (Fig. S1E,F). 

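Libraries were compared over the 10081 genes tested in all cell types, by Euclidean distance on the log2 scale with complete linkage. Divided into 3 groups, the tree placed 18 of 18 libraries with their own cell type. The largest distance between libraries of a cell type was 81.9 and the smallest distance between cell types was 126. The authors normalized each table separately, so the distances between cell types also carry any difference in scaling between the tables. After quantile normalization across the 18 libraries these distances were 72.9 and 128. Distances on TPM without the log scale moved most, with 24395 as the largest within and 22887 as the smallest between cell types, and the groups still followed cell type. Within a cell type the conditions were less apart, and the nearest library was the other replicate of the same condition for 9 of 18 libraries. On TPM without the log scale this held for 5 of 18, with 0 in ESCs against 3 on the log scale. The replicates of normoxic ESCs were 24.5 apart and lay between 25.3 and 38.5 from the hypoxic libraries. The replicates of ESCs on day 2 were 37.8 apart, which is more than their smallest distance to another condition. The replicates on day 7 were 27.4 apart and lay between 25.7 and 37.3 from the other conditions. Across genes, which are not independent replicates, Pearson's r between replicates was lowest at 0.967 in normoxic TSCs and highest at 0.995 in normoxic ESCs.

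**Figure D2:**
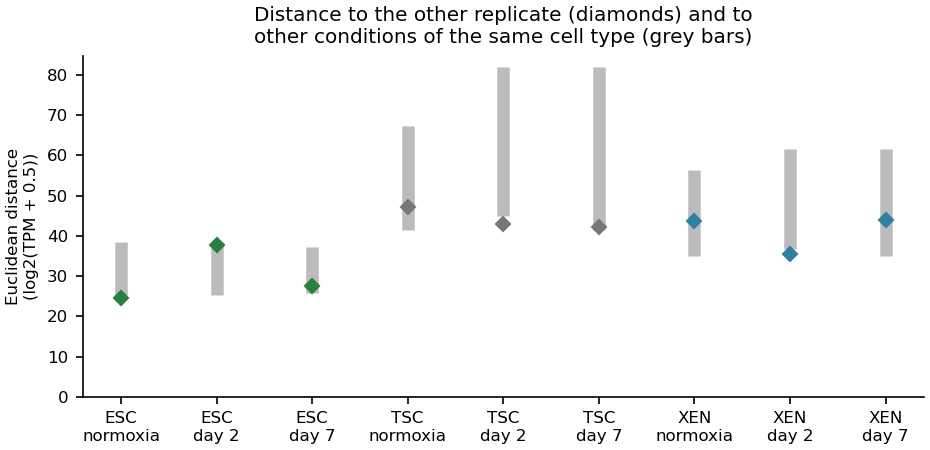
Euclidean distance on the log2 scale between the replicates of each condition (diamonds) and the range of distances to libraries of other conditions of the same cell type (lines). In TSCs and XEN cells the replicates of normoxia and of day 7 are farther apart than the nearest library of another condition, as are those of ESCs on days 2 and 7.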

In line with this observation, a moderate number of genes was significantly differentially expressed (DE) in each cell type and time point (ESCs: 268 and 522 genes; TSCs: 677 and 606 genes; XEN cells: 366 and 659 genes on day 2 and day 7, respectively) (Fig. 1D, Table S1). 

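The counts here are from limma on TPM, whereas the paper used edgeR on read counts, which was not run here. In ESCs, 0 genes were DE on day 2 and 93 on day 7, of which 88 were higher and 5 lower in hypoxia. In TSCs, 25 genes were DE on day 2 (24 higher and 1 lower) and 48 on day 7 (5 higher and 43 lower). In XEN cells, 0 genes were DE on day 2 and 12 on day 7, all higher. The smallest adjusted p on day 2, from limma, was 0.215 in ESCs and 0.241 in XEN cells. At an unadjusted p under 0.05, 620 genes passed in ESCs on day 2, where 614 are expected by chance, and 986 on day 7. The count in XEN cells was 846 on day 2, where 545 are expected by chance, and 982 on day 7. By fold change alone, 441 genes were past 1.5-fold in ESCs on day 2 and 718 on day 7, 2378 and 1989 in TSCs, and 947 and 1094 in XEN cells. Both hypoxic libraries lay above or below both normoxic libraries for 30.8% of genes in ESCs on day 2 and for 40.5% on day 7, where 33.3% is expected by chance. The median log2 fold change over all genes was -0.18 in TSCs on day 7, and with each library scaled by its median ratio, 42 genes were DE there, 36 of them lower. Replicates that share a number did not deviate together in ESCs, where the correlation of their deviations across genes was 0.01 between normoxia and day 2 and -0.09 between normoxia and day 7. It was -0.46 and 0.27 in TSCs and 0.11 and 0.24 in XEN cells. With the replicate number as a block, 18 genes were DE in ESCs on day 7, 17 of them among the 93. The block gave 3 genes in TSCs on day 2, 13 in TSCs on day 7 and 0 on day 2 in ESCs and XEN cells. In XEN cells on day 7 it gave 43 genes, of which 37 were higher and 6 lower. For ESCs on day 7, a fit to only the 4 libraries compared gave 320 genes, and leaving out a library of day 2 gave from 319 to 322. The fit to 4 libraries gave 0 genes in TSCs on day 2, 42 in TSCs on day 7 and 1 in XEN cells on day 7. The DE genes with the largest rise in ESCs on day 7 were Ndufa4l2 (log2 fold change 3.66, standard error 0.68, adjusted p = 0.0813), Magea4 (3.33, 0.27, 0.00295) and Dnajc5g (3.07, 0.19, 0.00101). The largest falls there were those of Bhlhe22 (-1.58), Ankrd34a (-1.17) and Adam1a (-1.14). Of these genes, Magea4 and Dnajc5g were also DE with the block (adjusted p = 0.0040 and 0.0102), and the others were not (from 0.140 to 0.229). In TSCs on day 2, Aldoc, Slc2a3 and Smtnl2 rose most, with log2 fold changes of 3.56, 3.53 and 3.43, and Fermt1 was the gene that fell (-1.91). With the block Smtnl2 was DE (adjusted p = 0.0736) and Aldoc, Slc2a3 and Fermt1 were not (0.193 each). On day 7, Plac8 (3.69), Slc38a3 (2.20) and Snx22 (2.10) rose most in TSCs, and Zic2 (-3.36), Cyp26a1 (-3.24) and Nr0b1 (-2.94) fell most. Plac8 and Nr0b1 were DE with the block as well (0.0642 and 0.0737), unlike Slc38a3, Snx22, Zic2 and Cyp26a1 (from 0.130 to 0.153). In XEN cells on day 7, the largest rises were those of Col6a1 (6.45), Myl9 (4.71) and Col6a2 (4.34), all DE with the block.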

DE genes were largely cell type specific with minimal overlap (Fig. 1E). 

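Of the genes tested in all 3 cell types, 0 were DE in ESCs, 18 in TSCs and 0 in XEN cells on day 2. On day 7 the counts were 38, 22 and 10, and the only gene DE in more than 1 cell type was Mettl7b, in ESCs and XEN cells. For this pair of cell types, 0.0377 shared genes are expected by chance (Fisher's exact test, two-sided, p = 0.0371). When replicate number was a block, 1 gene was shared on day 7 as well, but it was Slc16a3, and Mettl7b was no longer DE in ESCs (adjusted p = 0.123). A looser rule moved the overlap most, namely a DE gene past 1.5-fold in the same direction with an unadjusted p under 0.05 in another cell type. It held for 9 genes on day 2 and 24 on day 7. The genes that met it in all 3 cell types on day 2 include Aldoc and Pfkl, named after their values were seen. Fold changes on day 2 were weakly related across genes, which are not independent replicates, with Pearson's r of 0.14 between ESCs and TSCs, 0.10 between ESCs and XEN cells and -0.06 between TSCs and XEN cells. On day 7 these were 0.08, 0.22 and 0.09.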

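Hypoxia was examined over a list of 22 genes of glycolysis and of glucose and lactate transport and a list of 50 regulators of angiogenesis, both written from general knowledge. Each list was tested against all other genes with camera, limma's test for gene sets, with a preset correlation between genes of 0.01 and adjustment over the 12 tests. The median log2 fold change of the glycolysis genes in ESCs was 0.65 on day 2 (21 of 22 higher, adjusted p = 7.6e-19) and 0.75 on day 7 (21 of 22 higher, adjusted p = 1.2e-15). In TSCs it was 1.08 on day 2 (21 of 22 higher, adjusted p = 5.6e-19) and 0.27 on day 7 (19 of 22 higher, adjusted p = 2.5e-10). In XEN cells it was 0.47 on day 2 (20 of 22 higher, adjusted p = 2.3e-08) and 0.31 on day 7 (16 of 22 higher, adjusted p = 1.3e-06). With each library left out in turn, the glycolysis median stayed positive in all 6 comparisons. It then ranged from 0.37 to 1.02 in ESCs on day 2 and from 0.15 to 0.61 in XEN cells on day 7. With replicate number as a block, whose check on shared deviations ranged from -0.46 to 0.27 over these comparisons, the largest of the 6 adjusted p-values for glycolysis was 1.9e-07. The alternative that moved these results most was the correlation between genes estimated for each list, under which the adjusted p lay between 0.130 and 0.184 in all 6 comparisons. The largest rises on day 2 in ESCs were those of Slc16a3 (log2 fold change 1.62) and Tpi1 (1.53), each with an adjusted p of 0.215 from limma. Of the glycolysis genes, 6 were DE in TSCs on day 2, among them Pdk1 (2.47, adjusted p = 0.0191), and 4 in ESCs on day 7, among them Slc16a3 (2.07, adjusted p = 0.0161). With the block, only 3 genes of any kind were DE in TSCs on day 2. Aldoc, Slc2a3 and Pgk1, among the 6, were then not DE (adjusted p = 0.193, 0.193 and 0.203). Ldha, among the 4 in ESCs, was also not DE on day 7 with the block (0.229). The angiogenesis genes in ESCs had a median log2 fold change of 0.03 on day 2 (22 of 40 tested higher, adjusted p = 0.671) and 0.23 on day 7 (30 of 40 higher, adjusted p = 7.7e-05). With the block these adjusted p-values were 0.578 and 5.8e-05, and with the estimated correlation the result on day 7 had an adjusted p of 0.245. In TSCs the median was -0.22 on day 2 (15 of 41 higher, adjusted p = 0.0312) and -0.35 on day 7 (10 of 41 higher, adjusted p = 0.644). Without replicate 1 of normoxia, these medians in TSCs were 0.20 and 0.10. In XEN cells the median was 0.20 on day 2 (16 of 29 higher, adjusted p = 0.115) and 0.05 on day 7 (19 of 29 higher, adjusted p = 0.0312). Without replicate 2 of normoxia, the medians in XEN cells were -0.018 and -0.059, and that in ESCs on day 2 was -0.12. Their DE genes on day 7 were Pgf in TSCs and Adm and Mmp2 in XEN cells, and none of them was DE in ESCs. Against matched random sets (permutation of genes), the adjusted p for angiogenesis was 0.00216 in TSCs on day 7, 0.0016 in XEN cells on day 2 and 0.282 in XEN cells on day 7. With the block Pgf was no longer DE (adjusted p = 0.164).

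**Figure D3:**
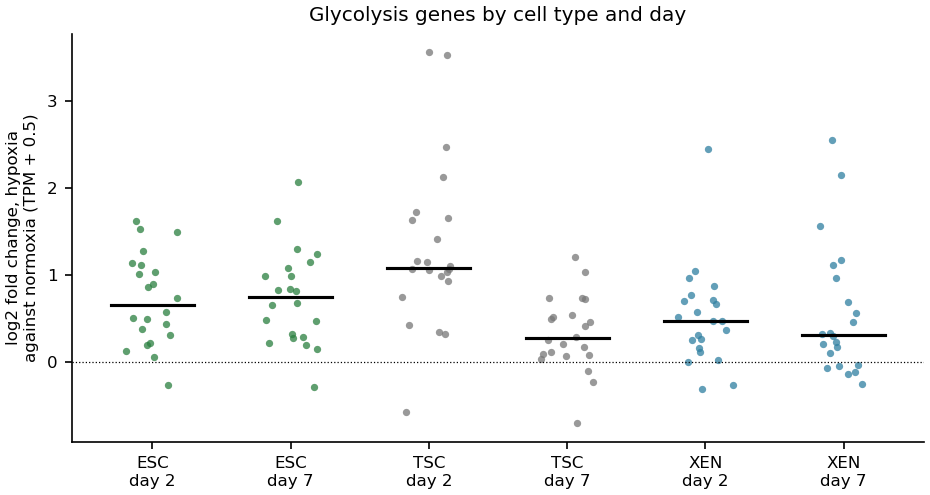
Log2 fold change of the 22 glycolysis genes in hypoxia against normoxia, by cell type and day. Each point is a gene and each bar is the median, which lies between 0.27 and 1.08 in the 6 comparisons.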

Gene ontology analysis showed that the early response to hypoxia entails upregulation of glycolysis and angiogenesis genes in ESCs, but not TSCs and XEN cells (Fig. 1F, Fig. S1G,H, Table S2). In all cell types, genes associated with cell development and differentiation were more deregulated on day 7, indicating a temporally progressive transcriptional response to hypoxia (Fig. 1F, Fig. S1G,H). 

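Progression with time was followed in genes of families of developmental regulators (such as Hox, Sox, Fox, Tbx, Wnt, Fgf and Bmp), of which 162 were tested in ESCs and 191 in TSCs. On day 2, 0 of them were DE in any cell type, with 27 past 1.5-fold in ESCs, 60 in TSCs and 19 in XEN cells, which is 16.7%, 31.4% and 18.8% of those tested, against 3.59%, 19.05% and 8.69% of all genes. On day 7, 37, 92 and 28 were past 1.5-fold, which is 22.8%, 48.2% and 27.7%, against 5.85%, 15.9% and 10.0% of all genes. The median size of their log2 fold change was already above nearly all of 10000 matched random sets on day 2 (permutation of genes, adjusted p = 0.000257 in ESCs and TSCs and 0.0014 in XEN cells), and on day 7 it was above all of them in each cell type. In ESCs 6 were DE on day 7, all higher, which is 3.70% of the family genes against 0.758% of all genes tested (Fisher's exact test, two-sided, adjusted p = 0.00428 over 9 tests). In TSCs 8 were DE on day 7 and all were lower (adjusted p = 2.6e-06 from the same test). In XEN cells 0 were DE on day 7, and the median size of their log2 fold change was 0.31 against 0.28 on day 2. With a block for replicate number, 2 of them were DE in each of the cell types on day 7, fewer than without it in ESCs and TSCs and more in XEN cells. In a fit to only the 4 libraries compared, 17 were DE in ESCs on day 7. Compared with day 2, day 7 had 1 of the family genes DE in ESCs (adjusted p = 0.571 from Fisher's exact test), 62 of 191 in TSCs (5 of them higher, adjusted p = 2.2e-07) and 0 in XEN cells, where 23 were past 1.5-fold. Day 7 was also compared with day 2 over all genes. This gave 22 DE genes in ESCs (all higher), 2019 in TSCs (1723 of them lower) and 4 in XEN cells (all higher). Over all genes the median log2 fold change between these days was -0.24 in TSCs, and after median-ratio scaling 608 genes were higher and 1058 lower. At an unadjusted p under 0.05, 523, 3477 and 1295 genes passed. With the block, for which deviations correlated by -0.22, -0.03 and -0.11 across genes, 6, 1975 and 4 genes were DE, of which 6, 1764 and 4 were also DE without it. In ESCs the largest rises from day 2 to day 7 were those of Magea4 (log2 fold change 2.65), Xlr3a (2.58) and Xlr3b (2.22), the last pair being paralogs whose reads the counting could have shared. In TSCs, Serpinb9g (2.74), Fermt1 (2.69) and Serpinb9d (2.69) rose most and Insm1 (-3.998), Nr0b1 (-3.92) and Bglap3 (-3.65) fell most. In XEN cells, Col6a1 (5.12), Col6a2 (3.92) and Adm (3.83) rose most.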

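The genes T, Tbx6, Fgf8 and Tmprss2 were measured in normoxic ESCs and on days 2 and 7 of hypoxia, with 2 libraries each, and coordinates are those of GRCm38. T (ENSMUSG00000062327, chromosome 17, 8434423 to 8442496) encodes the transcription factor brachyury. Its TPM was 3.80 ± 0.505 (SD, n = 2) in normoxia and 17.4 ± 2.28 (SD, n = 2) on day 7, a log2 fold change of 2.05 (standard error 0.21, adjusted p = 0.00739 from limma). Both libraries on day 7 lay above both normoxic libraries, and with each library left out in turn the log2 fold change stayed between 1.92 and 2.18. Tbx6 (ENSMUSG00000030699, chromosome 7, 126781483 to 126785560) had a TPM of 0.842 ± 0.568 in normoxia, 2.91 ± 1.85 on day 2 and 1.28 ± 0.00579 on day 7 (SD, n = 2). This is a log2 fold change of 1.30 on day 2 (standard error 0.40, adjusted p = 0.775 from limma) and 0.48 on day 7 (standard error 0.40, adjusted p = 0.904), neither past the threshold. Without replicate 2 of normoxia, Tbx6 was only 1.02-fold higher on day 7. Fgf8 (ENSMUSG00000025219, chromosome 19, 45736798 to 45742915) had a TPM of 1.31 ± 0.685 in normoxia, 1.70 ± 0.0951 on day 2 and 4.86 ± 1.38 on day 7 (SD, n = 2). Fgf8 thus had a log2 fold change of 0.33 on day 2 (adjusted p = 0.987 from limma) and 1.59 on day 7 (standard error 0.29, adjusted p = 0.0803). With replicate number as a block, the adjusted p on day 7 was 0.0517 for T and 0.228 for Fgf8, which was then no longer DE, as was the case with no filter on low values (0.164) and after median-ratio scaling (0.143). Tmprss2 (ENSMUSG00000000385, chromosome 16, 97564682 to 97611195) had a TPM of 0.0902 ± 0.0458 in normoxia, 0.134 ± 0.116 on day 2 and 0.382 ± 0.329 on day 7 (SD, n = 2), below the level at which genes were tested, and with no filter on low values its adjusted p was 0.988 on day 2 and 0.649 on day 7. Of the 20 genes named in the text of the paper for these data or behind its immunofluorescence markers that could be tested in ESCs, 6 were DE on day 7 with adjustment over all genes and 13 with adjustment over these genes alone. On day 2 these counts were 0 and 5. Many of these genes are named in the paper because they changed in these same data, so the counts over the list alone are not independent evidence. The genes of each lineage, read from Fig. 1G, which itself shows these data, were tested as lists with camera, adjusted over 8 tests. The 48 mesoderm genes tested had a median log2 fold change of 0.13 on day 2 (36 higher, adjusted p = 0.00497) and 0.18 on day 7 (34 higher, adjusted p = 0.000679). The 18 endoderm genes had medians of 0.01 (9 higher, adjusted p = 0.599) and 0.31 (13 higher, adjusted p = 0.00497). The 41 ectoderm genes had medians of 0.10 (28 higher, adjusted p = 0.0922) and 0.09 (25 higher, adjusted p = 0.279). The 8 pluripotency genes had medians of -0.00 and -0.03 (4 and 3 higher, adjusted p = 0.775 on both days). With each library left out in turn, the lowest medians on day 2 were -0.020 for mesoderm, -0.11 for endoderm and -0.018 for ectoderm genes, and the highest for pluripotency genes were 0.012 and 0.088 on the 2 days. On day 7 the medians then ranged from 0.13 to 0.31 for mesoderm, 0.18 to 0.36 for endoderm and 0.046 to 0.15 for ectoderm genes. The block gave adjusted p-values of 0.00447 and 0.000366 for mesoderm, 0.560 and 0.0062 for endoderm, 0.0560 and 0.277 for ectoderm and 0.729 on both days for pluripotency genes. With the correlation between genes estimated for each list, the adjusted p for mesoderm was 0.586 on both days, as was that for endoderm on day 7. Against matched random sets, the adjusted p for ectoderm was 0.0008 on day 2 and 0.00192 on day 7 (permutation of genes). For endoderm on day 2 it was 0.947. The endoderm median was at percentile 42.59 of the random sets, the same lower side that camera gave, though its sign was positive. The largest rise among the endoderm genes was that of Rhox5 on day 7 (log2 fold change 1.55, adjusted p = 0.00295 from limma), an X-linked gene of a family of paralogs.

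**Figure D4:**
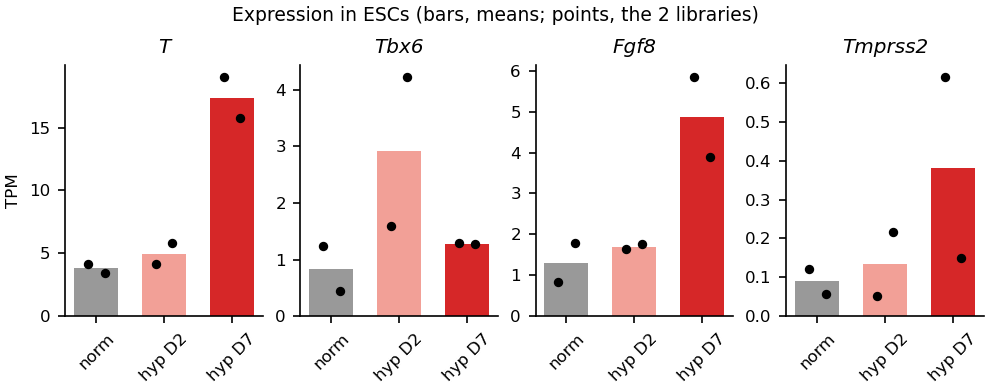
TPM of T, Tbx6, Fgf8 and Tmprss2 in ESCs in normoxia and on days 2 and 7 of hypoxia. Bars are means and points are the 2 libraries, and T rises from a mean of 3.80 in normoxia to 17.4 on day 7.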

In ESCs, early mesoderm and endoderm-instructive genes, such as *T*, *Tbx6*, *Fgf8* and *Tmprss2*, were selectively upregulated in hypoxia (2- to 4-fold compared with normoxia), whereas early ectoderm and pluripotency genes showed a less dynamic response with little temporal progression (Fig. 1G). Genes that are later associated with node, notochord and primitive gut development (Grosswendt et al., 2020), such as *Krt19*, *Krt7* and *Mixl1*, were also mostly upregulated, whereas those associated with brain and spinal cord development showed a mixed response (Fig. S1I). Thus, key mesoderm and endoderm lineage regulators appear to be specifically induced in hypoxic ESCs. 

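Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) had a TPM of 11.1 ± 4.29 (SD, n = 2) in normoxic ESCs, 27.0 ± 17.0 on day 2 and 63.9 ± 25.8 on day 7. Against normoxia this is a log2 fold change of 1.14 on day 2 (standard error 0.45, adjusted p = 0.958 from limma) and 2.47 on day 7 (standard error 0.45, adjusted p = 0.0803). Krt7 (ENSMUSG00000023039, chromosome 15, 101411043 to 101430313) had a TPM of 0.679 ± 0.203 (SD, n = 2) in normoxia, 1.61 ± 1.02 on day 2 and 3.24 ± 0.305 on day 7. The log2 fold change of Krt7 was 0.76 on day 2 (adjusted p = 0.970 from limma) and 1.67 on day 7 (standard error 0.32, adjusted p = 0.0892). Mixl1 (ENSMUSG00000026497, chromosome 1, 180693043 to 180697034) had a TPM of 1.74 ± 0.884 (SD, n = 2) in normoxia, 2.76 ± 0.281 on day 2 and 4.51 ± 1.66 on day 7. The log2 fold change of Mixl1 was 0.60 on day 2 (adjusted p = 0.970 from limma) and 1.18 on day 7 (standard error 0.32, adjusted p = 0.269), not past the threshold. For each gene, both libraries of either day lay above both normoxic libraries. In the fit with replicate number as a block, the adjusted p on day 7 was 0.228 for Krt19, 0.229 for Krt7 and 0.485 for Mixl1, none past the threshold. Krt19 and Krt7 were also not past it after median-ratio scaling (0.125 and 0.130), with no filter on low values (0.186 and 0.176) and without the mean-variance trend (0.125 and 0.112), and over all alternatives the lowest adjusted p was 0.00236 for both. In a fit to only the 4 libraries compared, Mixl1 was DE on day 7 (adjusted p = 0.0949). Other genes of node, notochord, gut, brain and spinal cord development were not analysed here.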

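The same genes were followed in the other cell types, whose tables the authors normalized separately. In TSCs, T had a TPM of 0.728 ± 0.257 (SD, n = 2) in normoxia and 1.73 ± 0.106 on day 2, and was listed at 0 in both libraries on day 7. Its log2 fold change on day 2 was 0.87 (standard error 0.26, adjusted p = 0.264 from limma, 0.316 with replicate number as a block), with both hypoxic libraries above both normoxic libraries. Tbx6 rose in TSCs on day 2 by a log2 fold change of 1.22 (standard error 0.38, adjusted p = 0.275 from limma, 0.323 with the block) and fell by 0.41 on day 7 (adjusted p = 0.735, 0.731 with the block). Krt19 had log2 fold changes of 0.78 and 1.25 in TSCs on days 2 and 7 (adjusted p = 0.580 and 0.500 from limma) and 1.69 and 1.16 in XEN cells (adjusted p = 0.560 and 0.605). Krt7 had log2 fold changes of -0.41 and 0.92 in TSCs (adjusted p = 0.478 and 0.232 from limma). Mixl1 had log2 fold changes of 0.41 and -0.13 in TSCs (adjusted p = 0.732 and 0.935 from limma), and the second was 0.01 after median-ratio scaling. The table for TSCs does not hold Fgf8, and that for XEN cells holds none of T, Fgf8, Krt7 and Mixl1. Tbx6 had log2 fold changes of -0.28 and 0.09 in XEN cells (adjusted p = 0.887 and 0.969 from limma). None of these genes was DE in TSCs or XEN cells, and the difference between cell types was not tested.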

Importantly, even if these gene expression changes do not lead to spontaneous differentiation, they may affect developmental trajectories later. We hereafter focus on ESCs to investigate the hypoxia-associated activity of lineage-specific genes and its functional implications.

### WNT pathway genes are gradually upregulated during prolonged hypoxia

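Eomes (ENSMUSG00000032446, chromosome 9, 118478212 to 118486132) had a TPM of 8.82 ± 1.22 (SD, n = 2) in normoxic ESCs, 11.4 ± 1.11 on day 2 and 15.8 ± 0.551 on day 7. Against normoxia, Eomes had a log2 fold change of 0.35 on day 2 (standard error 0.17, adjusted p = 0.970 from limma) and 0.81 on day 7 (standard error 0.17, adjusted p = 0.121). With replicate number as a block the adjusted p on day 7 was 0.229, and in a fit to only the 4 libraries compared it was 0.0352, past the threshold. Both libraries on day 7 lay above both normoxic libraries. Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) had a TPM of 3.22 ± 0.107 (SD, n = 2) in normoxia and 5.76 ± 0.718 on day 7. On day 7 this is a log2 fold change of 0.75 (standard error 0.30, adjusted p = 0.563 from limma, 0.622 with the block), and 0.0780 was the adjusted p in the fit to the 4 libraries.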

The induction of *T*, *Eomes*, *Tbx6* and *Lef1*, among other genes, points towards increased WNT pathway activity in hypoxia (Fig. 1G, Fig. S2A), which was previously observed in cancer cells and linked to EMT (Muz et al., 2015; Rankin and Giaccia, 2016). 

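The table for ESCs holds 12 Wnt genes, of which 7 were expressed at a level that could be tested. Of these, 0 were DE on day 2 and 1 on day 7, and on day 2 only Wnt5a had an unadjusted p under 0.05 (log2 fold change -0.69, adjusted p = 0.796 from limma). Wnt3 (ENSMUSG00000000125, chromosome 11, 103774150 to 103817957) had a TPM of 0.306 ± 0.0025 (SD, n = 2) in normoxia, 0.438 ± 0.118 on day 2 and 1.25 ± 0.314 on day 7. The rise by day 7 is a log2 fold change of 1.11 (standard error 0.21, adjusted p = 0.0813 from limma), and 0.229 was the adjusted p with replicate number as a block. Wnt3 was also not past the threshold with TPM of at least 1 in at least 2 libraries (0.147) and after median-ratio scaling (0.1002). Wnt4 (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) had a TPM of 0.448 ± 0.109 (SD, n = 2) in normoxia, 0.514 ± 0.233 on day 2 and 2.33 ± 1.79 on day 7. For Wnt4 on day 7 the log2 fold change was 1.43 (standard error 0.40, adjusted p = 0.295 from limma, 0.504 with the block), and it was DE in a fit to only the 4 libraries compared (adjusted p = 0.0970). The mean TPM of Wnt3 and Wnt4 in normoxia lay under the pseudocount of 0.5. Their log2 fold changes therefore understate the rises of the mean TPM given here. Wnt7b (ENSMUSG00000022382, chromosome 15, 85535437 to 85582473) had a TPM of 2.16 ± 0.881 (SD, n = 2) in normoxia, 2.09 ± 0.651 on day 2 and 4.63 ± 1.06 on day 7. For Wnt7b on day 7 it was 0.97 (standard error 0.29, adjusted p = 0.355 from limma, 0.234 with the block). Wnt7a (ENSMUSG00000030093, chromosome 6, 91363981 to 91411363) had a TPM of 0.0827 ± 0.00353 (SD, n = 2) in normoxia, 0.0751 ± 0.0208 on day 2 and 0.185 ± 0.089 on day 7, below the level tested, and with no filter on low values its adjusted p on day 7 was 0.619. For each of Wnt3, Wnt4, Wnt7a and Wnt7b, both libraries on day 7 lay above both normoxic libraries.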

Of all Wnt genes, *Wnt3*, *Wnt4*, *Wnt7a* and *Wnt7b* were significantly upregulated [fold change (FC)>1.5, false discovery rate (FDR)≤0.1] in hypoxic ESCs (Fig. S2B). WNT3 activity in the posterior primitive streak mediates EMT during gastrulation by upregulating downstream targets such as *T*, *Eomes* and *Tbx6* (Bardot and Hadjantonakis, 2020). To investigate the temporal dynamics of the WNT pathway activity and its relation to oxygen availability, we next cultured ESCs in normoxia or varying degrees of hypoxia for up to 7 days and collected samples at regular intervals for qRT-PCR (Fig. 2A,B). *Wnt3* and *T* were gradually upregulated in hypoxia with an up to ∼4-fold increase over normoxia by day 7, whereas *Eomes* and *Tbx6* were more modestly upregulated (∼1.5-fold, Fig. 2A). Pluripotency and endoderm markers remained largely unchanged (Fig. S2C). Importantly, *Wnt3* and *Eomes* levels were inversely correlated with oxygen availability, indicating association with an oxygen-mediated process (Fig. 2B). Expression of pluripotency markers or oxidative phosphorylation genes did not correlate with oxygen levels, whereas glycolysis genes were upregulated in more severe hypoxic conditions (Fig. 2B, Fig. S2D). *Wnt3*, *T* and *Eomes* induction persisted and further increased at least until day 16 of prolonged hypoxia (Fig. S2E). Return of cells to normoxia restored original expression levels in normoxia, indicating the reversibility of the WNT pathway induction (Fig. S2E). Glycolysis genes were expressed at similar levels throughout the treatment, indicating that the hypoxia response is continuously in place (Fig. S2F). These results further corroborate the hypoxia-mediated selective induction of a transcriptional primitive streak signature that includes WNT pathway genes in ESCs. To understand the heterogeneity of *T* expression in the ESC population, we analyzed an ESC line carrying a T:H2B-mCherry reporter, in which transcriptional activation of *T* is read out as histone H2B coupled to mCherry by flow cytometry (Veenvliet et al., 2020). On day 7 of hypoxia, mCherry was detected in 13-15% of ESCs, compared with baseline expression of ∼6% in normoxic ESCs (Fig. 2C). Thus, *T* is upregulated in a subpopulation of ESCs in response to hypoxia.

**Fig. 2.**
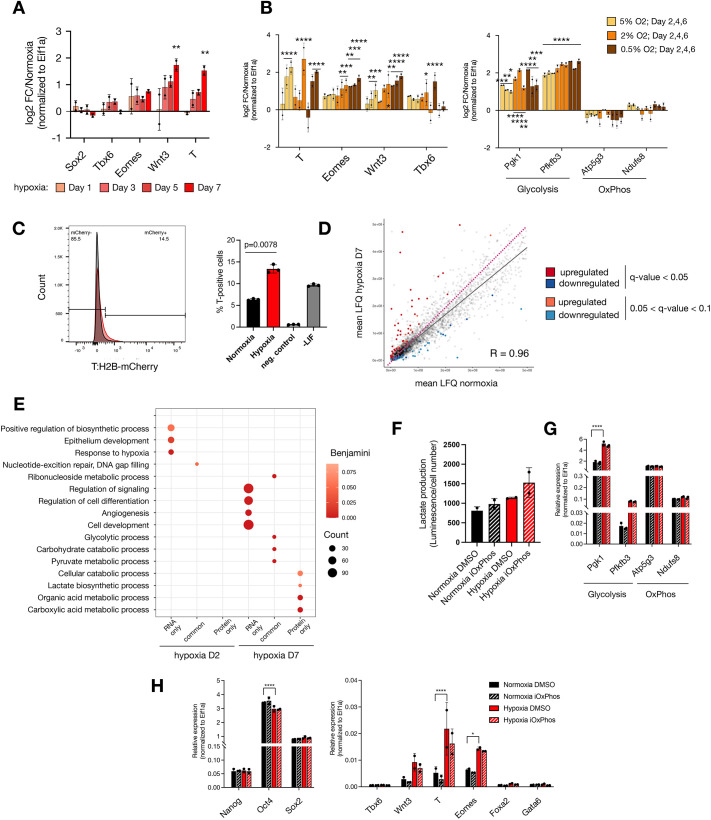
**Transcriptional priming of ESCs in hypoxia by induction of WNT pathway genes.** (A) RT-qPCR analysis of the indicated genes in hypoxic ESCs. (B) Expression levels of the indicated genes under different oxygen tensions. Statistical test was two-way ANOVA for A,B. (C) Expression levels of the T::H2B-mCherry reporter (Veenvliet et al., 2020) in normoxic versus hypoxic cells as determined by flow cytometry. Representative flow cytometry readouts (left) and number of T-positive cells within the cell population are shown. Three biological replicates were performed. Negative control cells were unstained wild-type ESCs. Positive control was differentiation mediated by LIF withdrawal for 7 days (−LIF). Statistical test was two-tailed, paired Student's *t*-test. (D) Proteome profiles of hypoxic (d7) versus normoxic ESCs. Pink dotted line depicts the diagonal. (E) GO terms associated with identified DE transcripts and proteins in hypoxia. Representative significant terms are shown. (F) Measurement of the lactate produced by hypoxic and normoxic ESCs treated with DMSO or iOxPhos. Two biological replicates are shown. Statistical test was one-way ANOVA; all comparisons show non-significant differences. (G) Relative expression levels of selected genes in hypoxic and normoxic ESCs treated for 7 days with DMSO or iOxPhos. Statistical test was two-way ANOVA. (H) Relative expression levels of selected pluripotency- (left) and lineage- (right) associated genes in the indicated conditions. Statistical test was two-way ANOVA. Error bars represent s.d.

Oxygen depletion leads to curtailing of energy-dense processes, including protein synthesis (Koumenis et al., 2002; Lee et al., 2020; Pettersen et al., 1986). To investigate whether differential expression at the transcript level is reflected at the protein level, we performed label-free mass spectrometry on normoxic and hypoxic ESCs (Fig. 2D). Mass spectrometry identified 4260 proteins (Table S3). In general, hypoxic ESCs retained a similar proteome composition, but on average fewer copy numbers per protein compared with normoxic ESCs on day 7 (Fig. 2D). On day 7 in hypoxic ESCs, 63 and 43 proteins were significantly differentially up- or downregulated, respectively (Fig. 2D, Table S4; FC>1.5, q-value<0.05, Spearman R=0.96). DE proteins on day 7 were enriched for metabolic functions (Fig. 2E, Tables S4, S5). In contrast, development- and differentiation-associated genes were DE mostly at the transcript but not protein level (Fig. 2E). This may be due to the limited sensitivity of mass spectrometry or alternatively due to selective translation or post-translational degradation of specific gene products. Western blotting of whole-cell extracts showed low level but gradually increasing expression of T and EOMES in hypoxic ESCs, whereas WNT3 could not be detected (Fig. S2G).

To assess whether T is functional under these conditions in ESCs, we analyzed the expression levels of T target genes (those bound and regulated by T during *in vitro* primitive streak differentiation; Lolas et al., 2014) in hypoxic ESCs (Fig. S2H). Several DE genes were found among putative T target genes but these constitute a small fraction of the total identified (4.25% of T target genes were DE). Furthermore, almost an equal number of putative T target genes were upregulated on day 2 and day 7. 

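By RNA-seq, T in ESCs had a TPM of 4.98 ± 1.15 (SD, n = 2) on day 2 of hypoxia, and both libraries lay above both normoxic libraries. The fold change against normoxia was 1.26, or 0.34 on the log2 scale (standard error 0.21, adjusted p = 0.986 from limma, 0.996 with replicate number as a block), not past the threshold. With each library left out in turn, the log2 fold change lay between 0.12 and 0.55.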

Given that T induction at day 2 was modest (∼1.2-fold) at the transcript and protein level (Fig. S2A,G), it is unlikely to be sufficient to directly activate downstream genes at that stage. In addition, putative T-activated genes were present among hypoxia-downregulated as well as hypoxia-upregulated genes (Fig. S2H). We deduce that in ESCs hypoxia induces a transcriptional early primitive streak signature, which is not directly reflected at the protein level. As such, hypoxic ESCs do not resemble epiblast stem cells derived from post-implantation embryos, which comprise a mixture of T-, FOXA2- and SOX2-expressing cells with anterior primitive streak characteristics (Kojima et al., 2014; Tsakiridis et al., 2014).

### Altering lactate production does not replicate the hypoxia-mediated early primitive streak signature

A major component of the hypoxia response is the shift of cellular metabolism from oxidative phosphorylation to glycolysis. Indeed, metabolic rewiring constitutes the main hypoxia response in ESCs at the protein level (Fig. 2E). Metabolic pathways not only determine ways of energy utilization, but also impact cellular states and developmental phenomena (Bulusu et al., 2017; Hu et al., 2020; Oginuma et al., 2017; Rodriguez–Terrones et al., 2020). Therefore, we next set out to dissect the influence of lactate production from other hypoxia-mediated events in the induction of early primitive streak genes. For this, we treated cells with an inhibitor of oxidative phosphorylation (iOxPhos) (Fig. 2F-H), which led to increased lactate production (Fig. 2F). The expression levels of glycolytic enzymes increased in hypoxia but not upon iOxPhos treatment (Fig. 2F,G). Although leading to increased lactate production, iOxPhos treatment in normoxia or in hypoxia did not by itself induce *Wnt3*, *T* or *Eomes* expression, nor did it affect other developmental or pluripotency-associated genes (Fig. 2H). Overall, these results suggest that the induction of developmental genes in hypoxia cannot be replicated only by altering the glycolytic output.

### Chemical activation of HIF1α replicates WNT pathway induction by hypoxia

We next probed the primary hypoxia effector transcription factor HIF1α for its potential regulation of early primitive streak genes. To test whether HIF1α activation is sufficient to upregulate these genes, we treated ESCs with the small molecule IOX2, which inhibits the HIF1α destabilizer prolyl hydroxylase 2, thus leading to HIF1α stabilization and consequent activation of its target genes in a dose-dependent manner in normoxia (Fig. S3A) (Chowdhury et al., 2013; Murray et al., 2010). IOX2 treatment thus allows the HIF1α-mediated response to be distinguished from possible other components of hypoxia. Treatment of ESCs with IOX2 resulted in the induction of *Wnt3*, *T* and *Eomes* in a dose-dependent manner and at levels comparable to hypoxia (Fig. 3A). Similar to hypoxia, these genes were induced after prolonged treatment, whereas glycolysis genes were upregulated as early as day 2 (Fig. 3A, Fig. S3A).

**Fig. 3.**
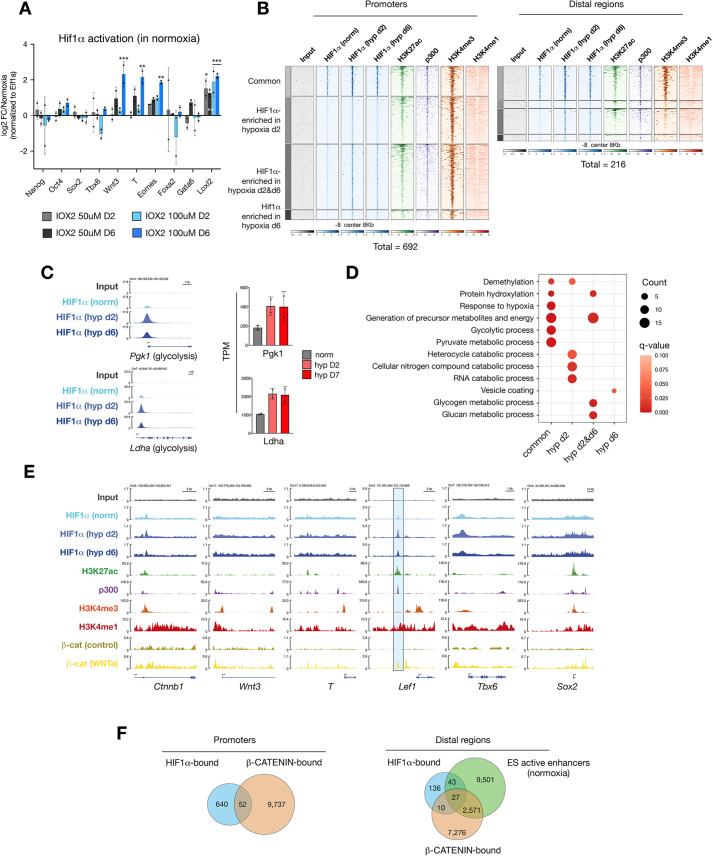
**HIF1α mediates induction of WNT pathway genes in ESCs.** (A) RT-qPCR analysis of the indicated genes in normoxic ESCs treated with the HIF1α activator IOX2 at the indicated concentrations for 2 or 6 days. Data represent log_2_FC over DMSO-treated ESCs. Statistical test was two-way ANOVA. (B) Density plots showing enrichments of the indicated genes and histone modifications at HIF1α-bound promoters and distal regions. ±8 kb surrounding peak center is shown. Numbers below the density plots indicate the total number of HIF1α-bound sites on each day. (C) Left: Genome browser views of HIF1α binding at the promoters of the indicated glycolysis genes. Right: Expression values of the indicated genes in normoxic and hypoxic ESCs as measured by RNA-seq. (D) GO-BP terms associated with HIF1α-target genes with HIF1α binding at promoters. Representative significant terms are shown. (E) Genome browser views of chromatin occupancy at canonical WNT pathway genes. Blue highlight depicts an active enhancer in ESCs. (F) Venn diagrams showing the numbers of overlapping peaks with HIF1α and β-catenin potential co-binding at promoters (left) and ESC active enhancers (right). Error bars represent s.d. in A,C.

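Pgk1 (ENSMUSG00000062070, chromosome X, 106187100 to 106203699), which encodes a glycolytic enzyme, had a TPM of 183 ± 26.2 (SD, n = 2) in normoxic ESCs, 408 ± 94.3 on day 2 and 400.0 ± 158 on day 7. Its log2 fold change was 1.14 on day 2 (standard error 0.27, adjusted p = 0.522 from limma) and 1.08 on day 7 (standard error 0.27, adjusted p = 0.205). Ldha (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627), which encodes lactate dehydrogenase A, had a TPM of 1045 ± 49.1 (SD, n = 2) in normoxia, 2155 ± 293 on day 2 and 2095 ± 463 on day 7. Ldha had a log2 fold change of 1.04 on day 2 (standard error 0.18, adjusted p = 0.297 from limma) and 0.99 on day 7 (standard error 0.18, adjusted p = 0.0813). For both genes every hypoxic library lay above both normoxic libraries. A block for replicate number gave an adjusted p for Ldha that was 0.796 on day 2 and 0.229 on day 7, and that for Pgk1 was 0.996 and 0.421. Ldha was also not past the threshold on day 7 after median-ratio scaling (adjusted p = 0.143), with no filter on low values (0.186) and without the mean-variance trend (0.130). In a fit to only the 4 libraries compared, Pgk1 was DE on day 7 (adjusted p = 0.0484).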

We then investigated whether developmental genes are induced by direct HIF1α binding at promoters by profiling the genomic occupancy of HIF1α (Fig. 3B). HIF1α was found to occupy the promoters of 141, 648 and 478 genes in normoxia, and on days 2 and 6 of hypoxia, respectively (Table S6). Of these peaks,137 were common to all conditions and 297 were shared in hypoxia days 2 and 6 (Fig. S3B). In general, HIF1α appears to mainly directly regulate metabolic genes and neither temporally nor conditionally binds developmental gene promoters (Fig. 3C-E, Table S7). In particular, we did not detect HIF1α binding at promoters of WNT pathway effectors except for β-catenin, which, however, did not result in altered expression (Fig. 3E, Fig. S3C,D, Table S1). Furthermore, only 36 out of 478 HIF1α-bound genes were upregulated on day 6 of hypoxia exposure. These results suggest that HIF1α mediates the induction of early primitive streak genes in hypoxia, but not via direct promoter binding.

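Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507), which encodes β-catenin, had a TPM of 274 ± 15.7 (SD, n = 2) in normoxic ESCs, 271 ± 25.2 on day 2 and 292 ± 31.3 on day 7. Its log2 fold change was -0.02 on day 2 (standard error 0.14, adjusted p = 0.993 from limma) and 0.09 on day 7 (standard error 0.14, adjusted p = 0.979), both smaller than the spread between replicates. The fit with replicate number as a block gave an adjusted p of 0.996 on day 2 and 0.998 on day 7.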

In addition to promoters, HIF1α also binds 216 distal regions, 70 of which are enriched for H3K27 acetylation, H3K4me1 and p300 and are devoid of H3K4me3 in line with an enhancer signature (Fig. 3B, Fig. S3B, Table S6) (Cruz-Molina et al., 2017). We found HIF1α binding at regions proximal to several developmental genes, including the WNT effector transcription factor *Lef1*, which is upregulated on day 2 of hypoxia (Fig. 3E, Fig. S3D). 

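Lef1 had a TPM of 8.02 ± 3.98 (SD, n = 2) in ESCs on day 2, with both libraries above both normoxic libraries. Its log2 fold change on day 2 was 1.11 (standard error 0.30, adjusted p = 0.683 from limma, 0.996 with replicate number as a block), not past the threshold after adjustment. With each library left out in turn, the log2 fold change lay between 0.62 and 1.61.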

The *Lef1* distal region is bound by β-catenin in WNT-stimulated ESCs but not in normal ESC culture conditions [Fig. 3E, compare β-catenin (WNTa) versus β-catenin (control); data from Zhang et al., 2013]. Although we did not observe β-catenin stabilization or mainly nuclear localization in hypoxia as reported previously (Mazumdar et al., 2010) (Fig. S3C), we did find that HIF1α localization overlapped with the distal β-catenin-binding site, suggesting potential colocalization (Fig. 3E). More generally, HIF1α and β-catenin shared 52 target promoters and 27 target ESC active enhancers (Fig. 3F). Thus, a HIF1α/β-catenin axis may selectively induce developmental genes in hypoxia. Interestingly, HIF1α also bound several chromatin regulators in normoxia as well as hypoxia (Fig. S3E), suggesting that it may alter epigenetic landscapes in hypoxia.

### Hypoxic gastruloids spontaneously elongate in the absence of exogenous WNT activation

To test functionally whether the hypoxia-induced early primitive streak signature enables the emergence of cell states and tissues that resemble and arise from the primitive streak *in vivo*, we employed the gastruloid model. In this model, 3D aggregates are generated from defined, low numbers of ESCs (∼200-400), and then transiently treated with an exogenous WNT activator [here CHIR99021 (Chi) is used] between 48 h and 72 h of culture (Fig. 4A). Under these conditions, aggregates undergo symmetry breaking, elongation and self-organization of the body axes, and show polarized T expression at the posterior end (Beccari et al., 2018; van den Brink et al., 2014; Turner et al., 2017). Concomitant with axial elongation and WNT/T activation, derivatives of the three germ layers emerge (Beccari et al., 2018; van den Brink et al., 2014; Turner et al., 2017; Vianello and Lutolf, 2020 preprint). Without exogenous WNT activation, ESC aggregates remain as embryoid bodies and rarely spontaneously elongate. We hypothesized that the hypoxia-mediated induction of a transcriptional early primitive streak signature might suffice to enable spontaneous symmetry breaking and axial elongation in the absence of exogenous WNT activation (termed ‘−Chi’ hereafter). To test this possibility, we generated aggregates from 400 ESCs in normoxia or hypoxia and collected them for analysis at 48, 72, 96 and 120 h post-aggregation (Fig. 4A, Fig. S4A). Structures were stained for T and with a DNA-binding dye (DAPI) and imaged using confocal microscopy (Fig. 4B, Fig. S4B). Size and elongation index were calculated using DAPI as counterstain (Fig. 4C,D). Whereas structures cultured in normoxia throughout the procedure did not express T or spontaneously elongate, pre-conditioning of ESCs in hypoxia prior to aggregation (HN) induced T expression and slight elongation [Fig. 4B-D, Fig. S4A,B, compare HN to NN (normoxia-normoxia) condition at 120 h]. Strikingly, exposure to hypoxia only during differentiation (NH condition) led to stronger localized T expression and more pronounced spontaneous elongation in a subset of structures (Fig. 4B-D, Fig. S4A,B). Hypoxia-induced spontaneous elongation was WNT pathway dependent, as treatment with the PORCN inhibitor LGK-974 and the tankyrase inhibitor XAV939 during hypoxia exposure resulted in loss of spontaneous elongation and induction of endogenous *T* and *Eomes* as well as the T::H2B-mCherry reporter (Figs S4C, S5A-C, Movie 1).

**Fig. 4.**
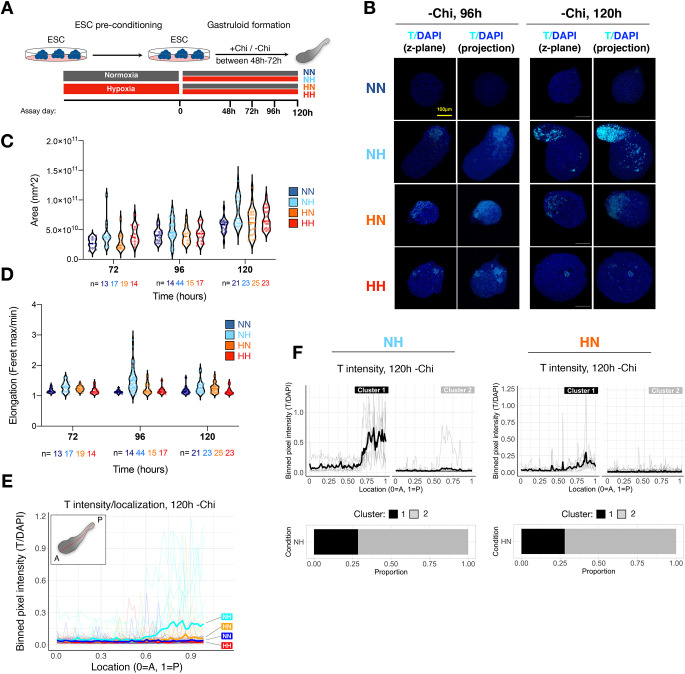
**Hypoxia can induce spontaneous elongation of gastruloids in the absence of exogenous WNT activation.** (A) Schematic of the experimental setup. The number of structures used for each time point and condition can be found in Table S9. (B) Confocal fluorescence microscopy images of representative −Chi gastruloids at 96 h and 120 h of culture (‘projection’ indicates three-dimensional projection). Scale bar: 100 μm. (C) Area of gastruloids at each time point and condition. Fluorescent images were used for quantification. Each dot indicates a single structure and *n* indicates the number of analyzed structures at each time point and condition. (D) Elongation index (defined as aspect ratio Feret max/Feret min) of gastruloids at each time point and condition. (E) Localization of T signal along the A-P axis of gastruloids (as shown in inset) in each condition at 120 h of culture. T signal was normalized to DAPI and binned at 1% length increments along each structure for plotting. See Materials and Methods for details. Thick lines show mean values and thin lines show data from individual structures. (F) k-means clustering of the NH and HN structures presented in E with *n*=2 clusters. Experimental conditions: HH, hypoxia-hypoxia; HN, hypoxia-normoxia; NH, normoxia-hypoxia; NN, normoxia-normoxia.

To probe T expression dynamics and variability in −Chi structures further, we performed quantitative image analysis of 90 structures collected at 96 h and 92 structures collected at 120 h post-aggregation in four independent experiments (Fig. 4E,F, Fig. S4D,E; see Table S9 for number of structures used for all experiments). T signal was binned along the anterior-posterior (A-P) axis and normalized to DAPI (Fig. 4E). This analysis showed T induction in all hypoxic conditions at 96 h post-aggregation, which, however, was only clearly detected in the NH −Chi condition at 120 h post-aggregation (Fig. 4E, Fig. S4D). k-means clustering of T expression patterns showed that a T-positive pole occurs at about the same rate in NH and HN −Chi aggregates (∼30% of all structures in NH or HN versus 0% in the NN condition) (Fig. 4F, Fig. S4E). However, T expression level was lower in HN −Chi structures compared with NH −Chi (cluster 1 in each condition, Fig. 4F), which might explain the better elongation of NH −Chi structures at 120 h (Fig. 4D). HH −Chi structures neither showed a T-positive pole nor elongated, despite showing T expression at 48 and 72 h, pointing to precise level and temporal dynamics of T expression as critical parameters of spontaneous elongation (Fig. 4D-F, Fig. S4B). These findings suggest that exposure to hypoxia equips ESC aggregates with the capacity to self-initiate the developmental events characteristic of the post-implantation embryo, including symmetry breaking, polarization and axial elongation, pointing to the importance of the microenvironment in shaping cell commitment and tissue morphogenesis.

### Hypoxia modulates T expression dynamics in gastruloids

Although −Chi HN and, in particular, NH gastruloids can spontaneously break symmetry, polarize and elongate, gastruloid formation efficiency and elongation capacity is limited under these conditions. To investigate hypoxia-induced T activity in a more robust model of embryo development, we next combined hypoxia with exogenous activation of WNT (termed ‘+Chi’ hereafter). In general, most +Chi structures elongated and showed posterior T localization by 120 h after aggregation (Fig. 5A,B, Fig. S6A,B). Performing aggregation in hypoxia resulted in larger gastruloids (Fig. 5B). Quantitative, spatially resolved analysis of T expression along the A-P axes of +Chi structures revealed that hypoxia modulates T expression levels and patterns. At 96 h post-aggregation, NH +Chi gastruloids showed lower and more posterior-localized T expression compared with conventional NN +Chi gastruloids (Fig. S6C,D). HN and HH gastruloids expressed T at similar levels to NN gastruloids at the posterior pole but lower at more anterior regions, indicating that T is on average more confined to the posterior end (Fig. S6C,D). At 120 h, T was confined to the posterior end in all conditions, with HN and HH gastruloids showing on average lower T expression (Fig. 5C,D).

**Fig. 5.**
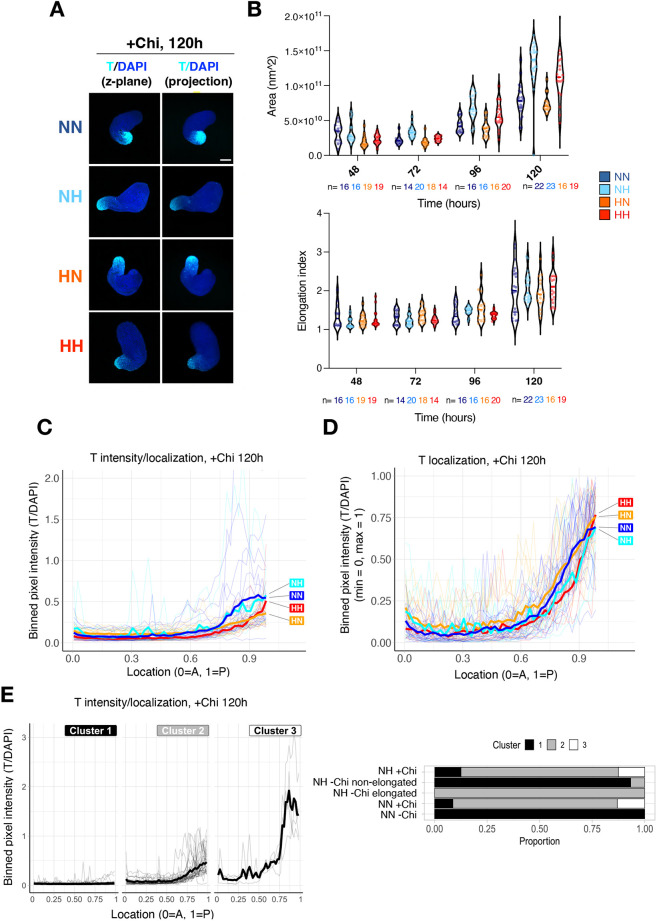
**Hypoxia modulates T levels in conventional (+Chi) gastruloids.** (A) Confocal fluorescence microscopy images of representative +Chi gastruloids at 120 h of culture. The number of structures used for each experiment is available in Table S9. (B) Area and elongation index (defined as aspect ratio Feret max/Feret min) of +Chi gastruloids at each time point and condition. Each dot indicates a single structure and *n* indicates the number of analyzed structures at each time point and condition. (C,D) Localization of T signal along the A-P axis of gastruloids in each condition. T signal was binned at 1% length increments along each structure for plotting. T intensity was normalized to DAPI stain, then was either plotted as such (C) or was further fitted in a 0-1 scale (D). Thick lines show the mean and thin lines show data from individual structures. (E) k-means clustering of the indicated conditions at 120 h with *n*=3 clusters. Experimental conditions: HH, hypoxia-hypoxia; HN, hypoxia-normoxia; NH, normoxia-hypoxia; NN, normoxia-normoxia.

Intriguingly, direct comparison of T localization and intensity in +Chi and −Chi gastruloids revealed that in the subset of −Chi NH gastruloids that express T at 120 h, T levels and localization were similar to those observed in +Chi gastruloids at 120 h (Fig. 5E). In contrast, hyper-induction of T was seen in ∼15% of +Chi gastruloids but in none of the −Chi NH gastruloids (Fig. 5E). Although T expression was similarly confined to the posterior end across conditions and in +Chi and −Chi experiments, its expression dynamics were distinct at earlier time points. Whereas in −Chi gastruloids T was spontaneously induced in a small cluster of cells and already confined to the posterior end at 72 h, in +Chi gastruloids T was initially induced in most cells by 72 h and later confined to the posterior end at 96 h (Fig. S6B). Taken together, the mode of induction and expression dynamics of T is modulated under hypoxia and these distinct patterns might influence differentiation trajectories in gastruloids.

### Enhanced representation of germ layer markers in conventional gastruloids cultured in hypoxia

To test whether hypoxic gastruloids harbor more diverse cell types and cellular structures compared with conventional normoxic gastruloids, possibly due to modulation of T levels, we first analyzed the expression patterns of key endoderm lineage markers, such as FOXA2 and SOX17 (Fig. 6A). In conventional NN +Chi gastruloids, FOXA2 and SOX17 expression remained minimal and a primitive lumen opening could be found in only ∼30% of structures (Fig. 6A,B). In contrast, expression of endoderm markers was remarkably enhanced in hypoxic gastruloids (Fig. 6A). Furthermore, these endodermal cells appeared to frequently self-organize around lumen openings reminiscent of the embryonic gut tube (Fig. 6A, arrowheads). To investigate these potential gut tube-like structures in more detail, we performed light-sheet microscopy and also inspected E-cadherin, a marker of polarized epithelium, in relation to FOXA2-expressing cells (Fig. 6C). Light-sheet microscopy imaging clearly showed epithelial polarization and rudimentary lumen openings of gut tube-like structures in NH +Chi gastruloids at 120 h (Fig. 6C).

**Fig. 6.**
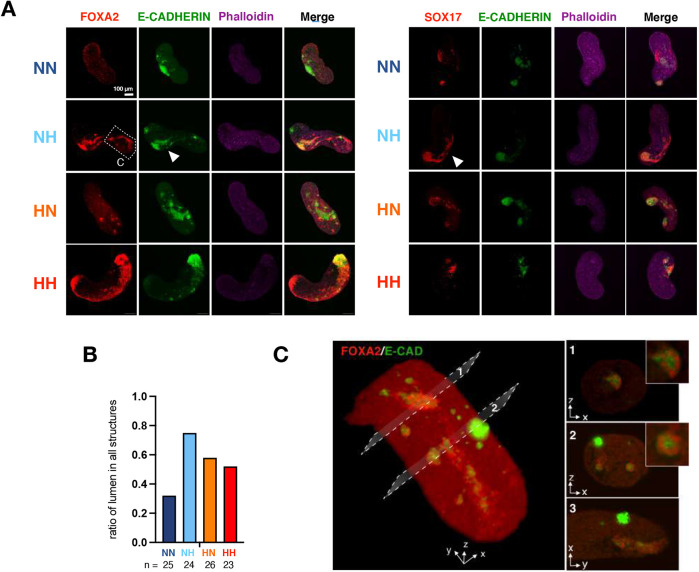
**Hypoxic +Chi gastruloids show enhanced endoderm signatures.** (A) Representative images of FOXA2/E-cadherin (cadherin 1)/Phalloidin (left) or SOX17/E-cadherin//Phalloidin (right) staining in normoxic and hypoxic +Chi gastruloids. Scale bar: 100 µm. Arrowheads indicate gut tube-like organized structures. (B) The ratio of structures containing a lumen surrounded by FOXA2- or SOX17-positive cells. *n* indicates number of analyzed structures. (C) Light-sheet microscopy images of a +Chi NH gastruloid at 120 h. A 3D reconstruction (left) and cross-sections (right) are shown. Insets on the right show the gut tube-like structures in more detail. The image captures the area marked by the dashed box in A. Experimental conditions: HH, hypoxia-hypoxia; HN, hypoxia-normoxia; NH, normoxia-hypoxia; NN, normoxia-normoxia.

We next investigated the abundance of neuro-ectodermal cells in hypoxic gastruloids by staining for SOX2 and SOX1 (Fig. S7A,B). In NN +Chi gastruloids, SOX2 expression pattern was highly variable and either covered the entire A-P axis or remained localized to the posterior end (Fig. S7A). In hypoxic NH and HN gastruloids, we observed on average an expansion of the SOX2-expressing domain (Fig. S7A). In contrast, the more advanced neuroectoderm marker SOX1 was less abundant in hypoxia (Fig. S7B). Levels of the pluripotency-associated protein OCT4 (POU5F1) remained similar in +Chi gastruloids at 120 h; therefore, the higher number of SOX2^+^ cells likely does not stem from an increase of undifferentiated pluripotent stem cells (Fig. S7B). These results suggest that the neural lineage may be less differentiated in hypoxic +Chi gastruloids and potentially harbor more progenitor cells. Our data collectively point to hypoxia as an important factor in shaping lineage trajectories; thus, we next explored the cell-type composition of hypoxic gastruloids in detail.

### Single-cell RNA-seq reveals enhanced lineage representation in hypoxic gastruloids

To test the impact of hypoxic culture conditions on cellular diversity in detail, we performed single-cell RNA-sequencing (scRNA-seq) analysis of NN +Chi, NH +Chi and NH −Chi gastruloids (Fig. 7). We pooled 28 structures per condition and employed lipid-indices based multiplexing technology (MULTI-seq) to sequence all samples together (McGinnis et al., 2019). After demultiplexing and quality control, we analyzed a total number of 7014 cells (Fig. S8A). Seurat clustering identified ten distinct clusters (Hao et al., 2021) (Fig. 7A). We then annotated these gastruloid cell clusters using two distinct reference scRNA-seq atlases of embryonic stages E6.5-E8.5 (Grosswendt et al., 2020; Pijuan-Sala et al., 2019) (Fig. 7A, Fig. S8B). Coloring of the annotated cell states by germ layer origin revealed a clear increase in endodermal cells in hypoxic gastruloids, both with and without exogenous WNT activation (Fig. 7A, annotated in red). Spontaneously elongating NH −Chi gastruloids showed a substantial increase of neural cells along with a near-complete depletion of mesodermal derivatives, suggesting that spontaneous T induction under hypoxia is not sufficient to generate or sustain mesodermal cells in the absence of exogenous WNT activation (Fig. 7A). Surprisingly, conventional gastruloids when generated in hypoxia (NH +Chi) showed a substantial increase in mesodermal derivatives (Fig. 7A, annotated in purple).

**Fig. 7.**
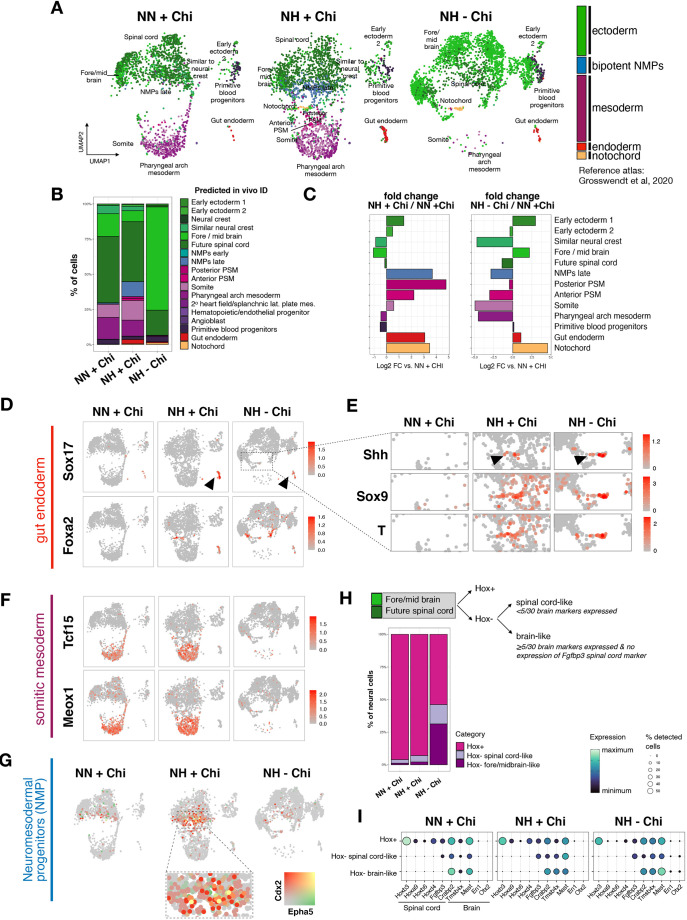
**scRNA-seq reveals enhanced representation of diverse cell types in hypoxic gastruloids.** (A) Uniform manifold approximation and projection (UMAP) with Seurat clusters colored by germ layer according to *in vivo* predicted ID identified by using reference scRNA-seq atlas from E6.5-E8.5 (Grosswendt et al., 2020). Cell states with fewer than five cells are not named on the UMAP. (B) Percentage of cells assigned to the indicated *in vivo* cell states according to reference scRNA-seq atlas. (C) Relative abundance of each cell type in NH +Chi and NH −Chi gastruloids compared with the NN +Chi condition. Cell states with fewer than ten cells across conditions are not shown. (D-G) UMAP feature plots colored by expression of marker genes for gut endoderm (Kanai-Azuma et al., 2002; Wang et al., 2012) (D), notochord (Ang and Rossant, 1994) (E), somitic mesoderm (Grosswendt et al., 2020) (F) and NMPs (Grosswendt et al., 2020; Pijuan-Sala et al., 2019) (G). (H) Top: Schematic overview of neural cell categorization. The annotated forebrain and spinal cord cells from A have been regrouped and reclassified based on the indicated criteria. Bottom: Percentage of cells assigned to the indicated categories. (I) Expression of top genes characterizing the *in vivo* spinal cord and brain cell types. Experimental conditions: HH, hypoxia-hypoxia; HN, hypoxia-normoxia; NH, normoxia-hypoxia; NN, normoxia-normoxia.

To explore gastruloid cell states further in an unbiased manner, we inspected the predicted *in vivo* cell identity (Fig. 7B, Fig. S8B,C; see Fig. S8D for details on the top *in vivo* marker genes for the distinct predicted *in vivo* cell states). Although in general both reference atlases used for prediction of *in vivo* cell identities generate highly similar results, cell identity assignments are sometimes ambiguous, especially when comparing cell states that are transcriptionally highly similar (Grosswendt et al., 2020; Pijuan-Sala et al., 2019). In these cases, we interrogated known and specific cell-state markers to predict *in vivo* cell IDs.

Calculation of the differential abundance of each cell type over the NN +Chi condition showed a clear enhancement of *Foxa2*- and *Sox17*-expressing gut endodermal cells under hypoxia, confirming our previous observations (Fig. 7C,D). Gut endoderm formation was enhanced with or without exogenous WNT activation (albeit higher in +Chi), pointing to a WNT-independent route to endoderm formation in hypoxic conditions. Interestingly, scRNA-seq also revealed that a cluster of cells with a notochordal transcriptional signature consistently emerges in hypoxic gastruloids independent of Chi treatment (Fig. 7A-C, annotated in orange). These cells co-expressed *T*, *Shh* and *Sox9* and were clearly distinguishable as a distinct population (Fig. 7E). Thus, hypoxia promotes the notochord transcriptional signature in a subset of cells in gastruloids.

Although hypoxic −Chi gastruloids are clearly skewed towards neural identity, in hypoxic +Chi gastruloids we found an increase in presomitic mesoderm (PSM) as well as somitic signatures (Fig. 7C,F, Fig. S8E). This was confirmed in independent samples by quantitative PCR (Fig. S8F). Furthermore, neuromesodermal progenitors (NMPs) were remarkably enriched in NH +Chi gastruloids (Fig. 7G), suggesting that the bipotential capacity of NMPs may generate mesodermal derivatives/somites and neural cells in a more balanced manner when exposed to hypoxia (Fig. 7A,B).

To better understand differences in neural cells, we used the Hox code as a proxy to probe their A-P identity in more detail (Neijts et al., 2014). We regrouped the cells from the fore/midbrain and future spinal code clusters and then assessed Hox gene expression (i.e. Hox expression as a proxy for posterior neural identity that could be associated with the spinal cord or hindbrain) (Fig. 7H). The proportion of Hox-positive posterior cells was decreased slightly in NH +Chi and substantially in NH −Chi gastruloids. Further analysis of the Hox-negative ‘anterior’ cells revealed an increase in both brain-like and spinal cord-like cells (Fig. 7H,I). This analysis suggests that many of the neural cells in NH −Chi gastruloids have a more anterior, brain-like identity, compared with NN or NH +Chi gastruloids, which is, however, likely immature, owing to the lack of *in vivo* mature brain markers such as *Otx2* and *En1* (Fig. 7I).

## DISCUSSION

In this study, we present hypoxia as a crucial microenvironmental factor shaping cell-fate decisions in early stem cells and progeny. We show that (1) endoderm is highly enriched by hypoxia exposure and may form independently of WNT activity via a distinct transcriptional network; (2) a distinct population of node/notochordal cells arise in hypoxia; (3) hypoxia enhances the representation of mesodermal derivatives in conventional gastruloids, likely via more balanced NMP differentiation; and (4) spontaneously elongating gastruloids largely lack mesoderm but contain cells with a more cephalic identity. Taken together, we conclude that hypoxia could be harnessed in the culture of models of embryo development as a means to induce axial elongation and improve germ layer representation. Increased lactate production, a major component of the hypoxia response, does not contribute to the induction of lineage genes in ESCs. Increased glycolysis might, however, contribute to some of the effects detected at the later stages of gastruloid formation. In particular, the increased amount of NMPs and (pre-)somitic mesodermal cells in NH +Chi compared with conventional NN +Chi gastruloids could be related to glycolysis shaping the neuro-mesodermal lineage choice via FGF/WNT pathway activity during axial elongation (Bulusu et al., 2017; Oginuma et al., 2017). Interestingly, the directionality of the effect remains unsettled, with some studies reporting positive regulation of WNT signaling by glycolysis and other studies demonstrating the contrary (Miyazawa et al., 2021 preprint; Oginuma et al., 2017, 2020). Overall, even though the impact of hypoxia at pre-implantation stages remains to be fully resolved, oxygen concentration and metabolic status appear to be stage- and tissue-specific regulators of developmental gene expression and morphology in ESCs and 3D gastruloids.

Direct comparison of −Chi and +Chi gastruloids shows distinct developmental modes underlying T induction, symmetry breaking, polarization and axial elongation. Non-uniform, polarized T induction has been described in two recently published alternative gastruloid protocols, and in both cases leads to more complete models of embryo development that include the cephalic tissues (Girgin et al., 2021; Xu et al., 2021). Based on our findings, hypoxia could be combined with a milder exogenous WNT activation to generate gastruloids that more closely reflect the embryo, and/or harnessed in other models of mouse post-implantation or human development (Moris et al., 2020; Olmsted and Paluh, 2021; Veenvliet et al., 2020; Xu et al., 2021). The potential of such an approach is clearly illustrated by the NH +Chi gastruloids, in which the higher amount of NMPs concomitant with increased expression of PSM and somite markers suggests that hypoxia can be utilized to maintain the bipotential NMPs that contribute cells to both neural tube and somites *in vivo* and shift their decision-making process (Koch et al., 2017; Tzouanacou et al., 2009). In trunk-like structures, about 50% of the structures display a neural bias, with no clear somite formation, whereas in the other 50% formed somites are smaller than their *in vivo* counterparts (Veenvliet and Herrmann, 2021; Veenvliet et al., 2020). It will thus be of great interest to test whether hypoxia can improve trunk-like structure formation. Moreover, the emergence of cells with a node/notochord-like signature in hypoxic gastruloids might be harnessed to improve somite and neural tube patterning in embryo models given the important role of the notochord in the patterning of (par)axial structures (Stemple, 2005; Sagner and Briscoe, 2019). Indeed, an initial analysis of dorsal-ventral patterning signatures of spinal cord cells in our scRNA-seq data revealed increased dorsal and ventral identities along with decreased midline signature in hypoxic gastruloids (Fig. S8G; used marker genes are listed in Table S10). As a result, a dorsal-ventral pattern may emerge, which is in line with the role of notochord-secreted Shh in conferring ventral identity *in vivo* (Sagner and Briscoe, 2019).

Under our culture conditions, hypoxia has a clear endoderm-enhancing effect, in line with what has been reported for spontaneous and directed differentiation of mouse ESCs towards definitive endoderm (Pimton et al., 2015). The efficiency of endoderm induction in conventional gastruloids is currently subject to high variation. Whereas some studies have reported the formation of gut primordia in gastruloids, in other reports mainly neural and mesodermal tissue is formed (Beccari et al., 2018; van den Brink et al., 2020; Turner et al., 2017; Veenvliet et al., 2020; Vianello and Lutolf, 2020 preprint). Although the reason for this is unclear, the variation may be rooted in ESC genetic backgrounds and/or pluripotency conditions, both linked to the propensity to form the different germ layers in gastruloids (Veenvliet and Herrmann, 2021). We therefore envision that hypoxia could be harnessed to induce gut primordia more robustly in gastruloids and other models of embryo development.

Overall, our gastruloid data point to the importance of using physiologically relevant oxygen concentrations in models of embryo development. This is further corroborated by recent studies demonstrating that hypoxic culture conditions increase both the efficiency of the formation of blastocyst-like structures from human and mouse pluripotent stem cells, and *ex utero* culture of embryos from post-implantation to early organogenesis stages (Aguilera-Castrejon et al., 2021; Sozen et al., 2019, 2021). Thus, in addition to other modulators of the microenvironment, such as medium composition and matrix, we suggest that oxygen tension should be taken into consideration when modeling developmental processes in a dish, or culturing mammalian embryos *ex utero*.

### Limitations of the study

*Hif1a* knockout embryos show defects in somites and the neural tube/fold, which is in agreement with our results of the beneficial effects of hypoxia on enhancing the somite and notochord signatures (Kozak et al., 1997). Although *Hif1a* knockout embryos gastrulate, form the body axis and survive until midgestation, their defects may arise at a much earlier time point, even at gastrulation. Analysis of cellular diversity and identity at gastrulation stages (E6.5-E9.5) in wild-type versus *Hif1a* knockout embryos at the single-cell level will be required to determine the requirement for HIF1α in these processes.

Although spontaneous elongation of gastruloids also occurs in HN −Chi, it is more efficient in the NH −Chi condition. This may be due to higher levels of WNT induction at NH −Chi structures at 72 h and, therefore, timing of peak WNT activity as well as its interplay with SOX2 (Blassberg et al., 2022). The precise amounts of these two regulators are likely dependent on culture conditions (ESC versus differentiation media) and shape the cellular profile in NH −Chi structures, e.g. by promoting WNT-driven differentiation upon exit from pluripotency. Adjustment of hypoxia level, duration and window is likely to further optimize the resulting structures with enhanced morphology as well as lineage representation. In line with this, gradual hypoxia has recently been shown to benefit *ex utero* mouse embryogenesis (Aguilera-Castrejon et al., 2021). Although culture conditions for *ex utero* embryogenesis and gastruloid generation are markedly different, parallel investigation of developmental processes in *ex utero* development and *in vitro* differentiation may provide further insights into the distinct effects of hypoxia at different stages of development.

## MATERIALS AND METHODS

### Cell lines and culture conditions

Wild-type E14 mouse ESCs (provided by Sarah Kinkley, Max Planck Institute for Molecular Genetics, Berlin, Germany) were cultured without feeders on gelatin-coated plates (0.1% gelatin, Sigma-Aldrich, G1393). The media was changed every day and cells were passaged every 2 days. At each passage, cells were dissociated using TrypLE (Thermo Fisher Scientific, 12604-021) and re-plated at the appropriate density. Cells were maintained at 37°C in a humidified 5% CO_2_ incubator. TSCs (provided by Magdalena Zernicka-Goetz, California Institute of Technology, Pasadena, CA, USA) were cultured on feeders using TSC culture media (see below). Cells were passaged in a 1:10 to 1:20 ratio every 4-6 days. XEN cells (provided by Magdalena Zernicka-Goetz) were cultured on gelatin-coated plates using XEN cell culture media (see below). Cells were passaged in a 1:20 or 1:40 ratio every 2-3 days. Cells in normoxia were cultured with 20% O_2_ and cells in hypoxia were cultured with 2% O_2_ unless otherwise specified. Cells were regularly tested for *Mycoplasma* contamination.

### Media and supplements

#### ESC culture media

DMEM/high glucose with Glutamax media (Thermo Fisher Scientific, 31966047) supplemented with 15% fetal bovine serum (FBS) (Thermo Fisher Scientific, 2206648RP), 1× non-essential amino acids, 1× Penicillin/streptomycin, 1× β-mercaptoethanol, 1000 U/ml leukemia inhibitory factor (LIF; homemade).

#### TSC culture media

RPMI 1640 (Gibco, 61870010) supplemented with 1× Glutamax, 20% FBS, 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070), 1.3× β-mercaptoethanol, 1× penicillin/streptomycin, 25 ng/ml FGF4 (R&D Systems, 235-F4-025) and 1 µg/ml heparin (Sigma-Aldrich, H3149).

#### XEN cell culture media

DMEM+GlutaMAX (Gibco, 10566016) supplemented with 15% FBS, 1× non-essential amino acids, 1× penicillin/streptomycin, 1× β-mercaptoethanol, 1 mM sodium pyruvate, 20 mM HEPES (Sigma-Aldrich, H0887). Media was conditioned on mouse embryonic fibroblasts for 3 days and filtered before use. Then, feeder-conditioned media was mixed in a 7:3 ratio with unconditioned XEN media.

### Inhibitor treatments

For activation of HIF1α, cells were cultured in normoxia and treated with 50 or 100 µM IOX2 (Sigma-Aldrich, SML0652) dissolved in DMSO (Sigma-Aldrich, D2650).

For inhibition of oxidative phosphorylation, cells were cultured in normoxia and treated with 1 µM carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP) (Sigma-Aldrich, C2920) dissolved in DMSO.

For WNT pathway inhibition, cells were treated with 10 µM XAV939 (Sigma-Aldrich, X3004) or 1 µM LGK-974 (BIOTREND, 331-21058-1) for gastruloid formation from aggregation day (0 h) until the end time point (120 h).

### Measurement of lactate

To determine whether iOxPhos increases glycolysis rate, we measured the amount of lactate secreted into the cell culture media using the Lactate-GLO kit (Promega, J5021). E14 ESCs were grown in normoxia or hypoxia (2% O_2_) for 48 h. After 48 h, 10,000 cells were seeded per well of a 96-well cell culture plate coated with 0.1% gelatin (Sigma-Aldrich, G1393). At this point, FBS was substituted with dialyzed FBS (Gibco, A33820). Cells were then treated with 1 µM FCCP or DMSO for 24 h in normoxia or hypoxia. Afterwards, the supernatant was collected, diluted 1:15 in PBS and frozen until use. To determine the lactate amount, the supernatant was mixed with Lactate-GLO assay reagent according to the kit instructions in a final volume of 100 µl. A BMG LABTECH Microplate reader (LUMIstar Omega) was used for readout with the following settings: Method-Luminescence, Mode-Endpoint, Optic-Top, Microplate-GREINER 96-F-BOTTOM, Emission filter lens, Gain-3600, Measurement interval time-1.00, No shaking. PBS and ES media were used as negative control and 100 µM lactate was used as positive control. Three technical and two biological replicates were performed. Luminescence readout was normalized to cell number measured at the time of supernatant collection.

### Growth curve

Cells were grown at a density of 0.25, 0.75 and 0.5 million cells per 10 cm dish for ESCs, TSCs and XEN cells, respectively, in normoxia or hypoxia 2% O_2_, and were counted every day.

### Apoptosis assay

Cells were cultured in normoxia and hypoxia 2% O_2_ for 7 days. Then, the CellEvent Caspase-3/7 Green Flow Cytometry Assay Kit (Thermo Fisher Scientific, C10740) was used. Briefly, cells were collected and incubated with 500 nM CellEvent Caspase-3/7 at room temperature (RT) for 1 h. During the last 5 min, 1 µM SYTOX (from the kit) was added. As negative controls, cells were incubated in the absence of both reagents (double-negative control), only with caspase 3/7 or only with SYTOX (single-negative controls). Cells were analyzed on a FACS AriaFusion. Data were analyzed using FlowJo (version 10) and plotted using GraphPad Prism (version 8).

### Cell cycle analysis

ESCs were cultured in normoxia and hypoxia 2% O_2_ for 7 days. To study cell cycle distribution, the Click-iT EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific, C10425) was used. Briefly, on day 7, cells were incubated at 37°C for 1 h with 10 µM 5-ethynyl-2′-deoxyuridine. Following the incubation, 1 million cells were collected and dislodged in fixative for at RT for 15 min. Then, cells were washed and mixed with the reaction cocktail (Alexa Fluor 488 azide) and incubated for 30 min. Cells were treated with 1:1000 DNA content stain FxCycle Violet in FACS media (PBS+1% FBS). Cells were analyzed on a FACS AriaFusion. Data were analyzed using FlowJo (version 10) and plotted using GraphPad Prism (version 8).

### RNA extraction and RT-qPCR

Cells were cultured at matching density and similar confluency to prevent contribution of cell density to the phenotype. Matching normoxia samples were collected for time-course hypoxia analysis. Total RNA was extracted using the QIAGEN RNeasy kit (QIAGEN, 74004), following the manufacturer's instructions and 5 µg of RNA was used as input to generate complementary DNA (cDNA) with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, 4368814) using random primers. As a control, a reaction without reverse transcriptase enzyme (−RT control) was performed. cDNA was diluted 1:5 and was used to perform real-time quantitative PCR (qPCR) using primers designed to amplify specific target genes (Table S11) using KAPA SYBR FAST qPCR Master Mix (2X) ABI Prism (Thermo Fisher Scientific, KK4617) on the QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems) thermal cycler. As a control, a reaction without cDNA was performed. In RT-qPCR experiments, data represent log_2_FC over normoxia normalized to *Eif1a* and standard deviation for two biological replicates, and a two-tailed, paired Student's *t*-test was applied, unless otherwise indicated.

### Western blotting

#### Whole-cell extracts

Cell pellets were resuspended in RIPA buffer (Thermo Fisher Scientific, 89900) containing 1× protease inhibitor cocktail (Thermo Fisher Scientific, 78425), incubated at 4°C for 30 min, followed by centrifugation at maximum speed (21,000 ***g***) at 4°C for 20 min. Afterward, the supernatant was collected and the protein concentration was determined using Pierce™ BCA™ Protein-Assay (Thermo Fisher Scientific, 23225); 10-20 µg of protein was used for subsequent steps.

#### Subcellular fragmentation of cytoplasm and nucleus

Cell were washed with buffer A [10 mM HEPES, pH 7.9 (Gibco, 15630-080), 5 mM MgCl_2_ (Sigma-Aldrich, M8266), 0.25 M sucrose (Sigma-Aldrich, S7903), 0.1% Igepal 630 (Merck, 56741), 1× protease inhibitor cocktail, 1 mM PMSF, 1 mM NaVO_3_] and incubated on ice for 10 min. Afterwards, samples were passed through 18G needles and centrifuged again for 10 min at 21,000 ***g*** at 4°C. The pellet, corresponding to the nuclear fraction, was resuspended in cold buffer B [10 mM HEPES, pH 7.9, 1 mM MgCl_2_, 0.1 mM EDTA (Jena Bioscience, BU-105), 25% glycerol (Sigma-Aldrich, G5516), 0.5 M NaCl (Invitrogen, AM9760G) and 0.5% Triton X-100] and incubated on ice for 30 min. Samples were passed through 18G needles and sonicated using a Bioruptor with the settings 30 s on 30 s off for 5 min. Subcellular fractions were quantified using Pierce™ BCA™ Protein-Assay; 10-20 µg protein was used for subsequent steps.

#### SDS-PAGE

Samples were mixed with 4× ROTI loading buffer (Carl Roth, K929.2), heated at 98°C for 5 min, and loaded on 4-15% Mini-PROTEAN^®^TGX™ precast protein gels (Bio-Rad, 4561083). Proteins were separated by electrophoresis at 70 V for 15 min followed by 100 V for approximately 1 h using 10× Tris/Glycine/SDS running buffer (Bio-Rad, 1610772).

#### Blotting and detection

Proteins were transferred to a PVDF membrane (Thermo Fisher Scientific, IB24001) using the iBlot 2 dry blotting system (Thermo Fisher Scientific, IB21001) and run at 20 V for 7 min. After blotting, membranes were blocked with 5% milk in TBS-T buffer (Thermo Fisher Scientific, 28360) for 1 h at RT. For detection of the protein of interest, membranes were incubated at 4°C overnight with primary antibody (Table S11) in 5% milk in TBS-T buffer, followed by secondary antibody at RT for 1 h. For detection, membranes were incubated with ECL Western Blotting Substrate (Thermo Fisher Scientific, 32106) for 1 min prior to imaging with the ChemiDoc system (Bio-Rad).

### Immunofluorescence

Immunofluorescence was either performed on colonies grown on glass-bottom chamber slides (Falcon 8-well culture slides, Corning, 354108) or cells/colonies seeded on chamber slides on the day of fixation. Cells were washed with 1× PBS before fixation using 4% paraformaldehyde (PFA) (Sigma-Aldrich, P6148) for 10 min at RT. After fixation, cells were washed with 1× PBS and permeabilized using 0.4% Triton X-100 in PBS supplemented with 0.1% Tween 20 (PBS-T; Thermo Fisher Scientific) for 15 min at RT. After permeabilization, samples were washed in PBS-T and blocked in PBS-T+2% bovine serum albumin (BSA) (NEB, B9000)+5% donkey/goat serum (Jackson ImmunoResearch/Dianova, 017-000-121) for 1 h at RT. Cells were incubated with primary antibodies diluted 1:200 to 1:1000 in blocking buffer overnight at 4°C. Samples were washed three times for 10 min each wash at RT in PBS-T+2% BSA and subsequently incubated with secondary antibodies diluted 1:1000 in blocking buffer for 1 h at RT. Samples were washed three times for 10 min each wash at RT in PBS-T+2% BSA. Cells were mounted in Vectashield (Vector Laboratories, H1200) with DAPI (BIOZOL, VEC-H-2000-10). Imaging was performed with an LSM800 confocal laser scanning microscope (ZEISS). Fluorescence intensities were quantified using CellProfiler (https://cellprofiler.org/) (Carpenter et al., 2006). Intensities were normalized to the nuclear area and plotted in R using ggplot2 (Wickham, 2016). See Table S11 for a full list of antibodies used.

### T reporter activity by flow cytometry

A cell line expressing T:H2B-mCherry was used (Veenvliet et al., 2020). Cells were grown on mouse embryonic fibroblasts in ES media containing serum and LIF for 7 days in normoxia or hypoxia with regular splitting and media changes. After 7 days, cells were dissociated, washed, resuspended in PBS+1% BSA, passed through a cell strainer and collected in FACS tubes. T reporter activity was determined by analyzing cells on a FACS ARIA machine. Data were acquired using BD FACSDiva software, analyzed in FlowJo and plotted in GraphPad Prism.

### Bulk RNA-seq

#### Sample collection

Cells were cultured at matching density and similar confluency to prevent contribution of cell density to the phenotype. Total RNA was extracted using the QIAGEN RNeasy kit and quantified using Qubit 3.0. Two biological replicates were collected per condition.

#### Library preparation and sequencing

Library preparation was performed using a KAPA RNA HyperPrep Kit (Kapa Biosystems, KR1350) (input amount 500 ng RNA, adapter concentration 1.5 µM and PCR cycle number=10), and samples were sequenced using an Illumina HiSeq4000, in 75-bp, paired-end format.

#### Mapping and analysis

Raw reads were subjected to adapter and quality trimming with cutadapt (version 2.4; parameters: --nextseq-trim 20 --overlap 5 --minimum-length 25 --adapter AGATCGGAAGAGC -A AGATCGGAAGAGC), followed by poly-A trimming with cutadapt (parameters: --overlap 20 --minimum-length 25 --adapter ‘A[100]’ --adapter ‘T[100]’). Reads were aligned to the mouse reference genome (mm10) using STAR (version 2.7.5a; parameters: --runMode alignReads --chimSegmentMin 20 --outSAMstrandField intronMotif --quantMode GeneCounts) and transcripts were assembled using StringTie (version 2.0.6; parameters: -e) with GENCODE annotation (VM19). A table of read counts was generated using the featureCounts function of the Rsubread package (version 1.32.4). To filter lowly expressed genes, counts per million (CPM) was calculated using the edgeR package (version 3.26.8). Genes with >0.4 CPM in at least two out of six samples were kept. Additionally, only coding protein genes were used for further analysis. Transcripts per kilobase million (TPM) was used to generate normalized expression values. DE genes were determined using the edgeR package, applying multiple-testing adjusted *P*-value (FDR)≤0.1 significance threshold and absolute FC>1.5. Complete lists of DE genes are available in Table S1.

Principal component analysis (PCA) was performed with the built-in R functions prcomp and hierarchical clustering was completed with the dendextend library (version 1.14.0) using the dist function to compute the distance between sample and hclust. PCA and volcano plots were generated using ggplot2 (version 3.3.0). Heatmaps were generated using GraphPad Prism (version 8).

#### Selection of germ layers and lineage markers

Marker genes from different cell states were selected following the single-cell transcriptional reference profile of early post-implantation development from Grosswendt et al. (2020). Early ecto-, endo- and mesoderm germ layers represent marker genes that were reliably assigned to cell states within these three lineage cell fates from E6.5 to E7.5.

For later cell states, lineage-specific marker genes from node and notochord (E7.0-E8.0, mesoderm lineage), neuromesodermal (E7.5-E8.0, mesoderm lineage), paraxial and posterior mesoderm (E7.5-E8.5, mesoderm lineage), primitive gut (E7.5-E8.5, endoderm lineage), and midbrain and spinal cord (E7.5-E8.5, ectoderm lineage) were selected.

#### Gene ontology-biological process (GO-BP) analysis

GO-BP analyses were performed using DAVID web tools (Dennis et al., 2003)*.* Selected terms were plotted in dot plot format using ggplot2. Complete lists of GO terms are available in Table S2.

#### Analysis of T target genes

Chromatin immunoprecipitation with sequencing (ChIP-seq) and RNA-seq data for T were retrieved from Lolas et al. (2014). Briefly, T-activated (FC>2) or T-repressed (FC<-2) genes in *in vitro* primitive streak differentiated cells on day 4 versus ESCs were selected. Expression levels of these T target genes in hypoxia day 2, hypoxia day 7 and normoxia were plotted in heatmap format using the pheatmap package (version 1.0.12) showing row *z*-score-normalized expression values. Annotation bars were added to show which of these genes are DE in hypoxia day 2 and/or day 7 compared with normoxia.

### Global proteomics

#### Sample preparation

Proteomics sample preparation was carried out according to a published protocol with minor modifications (Kulak et al., 2014). In brief, 5 million cells in biological duplicates of 2 days and 7 days hypoxia treatment and normoxia controls were lysed under denaturing conditions in 500 µl of a buffer containing 3 M guanidinium chloride (GdmCl), 10 mM tris(2-carboxyethyl)phosphine, 40 mM chloroacetamide and 100 mM Tris-HCl, pH 8.5. Lysates were denatured at 95°C for 10 min shaking at 1000 rpm in a thermal shaker and sonicated in a water bath for 10 min, then 100 µl lysate was diluted with a dilution buffer containing 10% acetonitrile and 25 mM Tris-HCl, pH 8.0, to reach a 1 M GdmCl concentration. Then, proteins were digested with LysC (Roche; enzyme-to-protein ratio 1:50, MS-grade) with shaking at 700 rpm at 37°C for 2 h. The digestion mixture was diluted again with the same dilution buffer to reach 0.5 M GdmCl, followed by tryptic digestion (Roche; enzyme-to-protein ratio 1:50, MS-grade) and incubation at 37°C overnight in a thermal shaker at 700 rpm. Peptide desalting was performed according to the manufacturer's instructions (Pierce C18 Tips, Thermo Scientific). Desalted peptides were reconstituted in 0.1% formic acid in water and further separated into four fractions by strong cation exchange chromatography (SCX, 3M Purification). Eluates were first dried in a SpeedVac, then dissolved in 5% acetonitrile and 2% formic acid in water, briefly vortexed, and sonicated in a water bath for 30 s prior to injection to nano-liquid chromatography with tandem mass spectrometry (LC-MS/MS).

#### Run parameters

LC-MS/MS was carried out by nanoflow reverse-phase liquid chromatography (Dionex Ultimate 3000, Thermo Scientific) coupled online to a Q-Exactive HF Orbitrap mass spectrometer (Thermo Scientific), as reported previously (Ni et al., 2019). Briefly, the LC separation was performed using a PicoFrit analytical column (75 μm ID×50 cm long, 15 µm Tip ID; New Objectives) in-house packed with 3-µm C18 resin (Reprosil-AQ Pur, Dr. Maisch).

#### Peptide analysis

Raw MS data were processed with MaxQuant software (v1.6.10.43) and searched against the mouse proteome database UniProtKB with 55,153 entries, released in August 2019. The MaxQuant processed output files can be found in Table S3, showing peptide and protein identification, accession numbers, percentage sequence coverage of the protein, q-values, and label-free quantification (LFQ) intensities. The MS data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (Martens et al., 2005) with the dataset identifier PXD026641.

#### DE analysis

The DEP package (version 1.6.1) was used. First, duplicate proteins, contaminants, and proteins that were not found in at least two out of the total number of samples (*n*=6) were filtered. A total number of 4260 proteins were identified. LFQ values were normalized using the background correction variance stabilizing transformation. Missing values were imputed using a left-censored imputation method as the proteins with missing values were biased to low expression values. DE analysis was run with test_diff function from the DEP package, which uses limma (Ritchie et al., 2015). DE proteins were defined applying multiple-testing adjusted *P*<0.05 (Benjamini–Hochberg) significance threshold and FC with an absolute value of >1.5. Complete lists of DE proteins are available in Table S4.

Scatter plots show mean LFQ values in hypoxia versus normoxia and were generated using ggplot2. GO-BP analysis was performed using DAVID web tools (Dennis et al., 2003).

### ChIP-seq

Normoxia, hypoxia (2 days) and hypoxia (6 days) samples were used. Chromatin extracts were prepared as described by Brookes et al. (2012). Briefly, cells were fixed with 1% formaldehyde (Thermo Fisher Scientific, 28906) in PBS at RT for 10 min. Then, 0.125 M glycine (Sigma-Aldrich, 50046) was added to quench the formaldehyde at RT for 5 min. Cells were washed twice with ice-cold PBS. To lyse, fixed cells were treated with swelling buffer [25 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl (Invitrogen, AM9640G), 0.1% Igepal 630, 1× protease inhibitor cocktail, 1 mM PMSF, 2 mM NaVO_3_, 5 mM NaF] at 4°C for 10 min. Cells were scraped on ice and passed through 18G needles before centrifugation at 3000 ***g***, at 4°C for 5 min. The cell pellet, corresponding to nuclei, was carefully resuspended in sonication buffer [50 mM HEPES, pH 7.9, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate (Thermo Fisher Scientific, 89904), 0.1% SDS (Invitrogen, AM9822), 1 mM PMSF, 2 mM NaVO_3_, 5 mM NaF] and incubated on ice for 10 min before sonication. Chromatin was sheared to an average size of 200-300 bp with an E220 Evolution Covaris sonicator for six cycles, 1 min each. Shearing efficiency was checked by agarose gel.

Chromatin (10 µg) was incubated with 5 µl of HIF1α antibody (concentration not provided) (Cell Signaling Technology, 36169, lot 2), 20 µl of Protein A/G dynabeads (Thermo Fisher Scientific, 10002D/10004D) in sonication buffer overnight. Beads were washed twice with sonication buffer, followed by a wash with high-salt buffer (sonication buffer with 500 mM NaCl instead) and TE buffer [10 mM Tris-HCl, pH 8.5 (Teknova, T5085), 1 mM EDTA, 1% SDS]. Then, the sample was resuspended in elution buffer [50 mM Tris-HCl, pH 7.5 (Sigma-Aldrich, T2319), 1 mM EDTA, 1% SDS]. Samples were treated with RNase A (Thermo Fisher Scientific, EN0531) at 37°C for 30 min, followed by Proteinase K (NEB, P8107S) at 65°C overnight. Genomic DNA was purified using MinElute PCR purification kit (QIAGEN, 28004) and quantified using Qubit 3.0. Two biological replicates were collected per condition.

#### Library preparation and sequencing

Libraries were prepared using the KAPA Hyper Prep Kit (Kapa Biosystems, KR0961) (input amount 10 ng DNA, adapter concentration 1.5 µM, and size selection of 200-700-bp after PCR with cycle number=15). Samples were sequenced using NovaSeq 6000, in 100-bp, paired-end format.

#### Mapping and analysis

Raw reads of treatment and input samples were subjected to adapter and quality trimming with cutadapt (Martin, 2011) (version 2.4; parameters: --nextseq-trim 20 --overlap 5 --minimum-length 25 --adapter AGATCGGAAGAGC -A AGATCGGAAGAGC). Reads were aligned to the mouse genome (mm10) using BWA with the ‘mem’ command (version 0.7.17, default parameters). A sorted BAM file was obtained and indexed using samtools with the ‘sort’ and ‘index’ commands (version 1.10). Duplicate reads were identified and removed using GATK (version 4.1.4.1) with the ‘MarkDuplicates’ command and default parameters. Peaks were called with reads aligning to the mouse genome only using MACS2 ‘callpeak’ (version 2.1.2; parameters --bdg --SPMR) using the input samples as control samples. For downstream analyses, after validation of reproducibility, replicates were pooled using samtools ‘merge’. Genome-wide coverage tracks (signal files) for merged replicates normalized by library size were computed using samtools bamCoverage (version 3.4.3) (parameters: --normalizeUsing CPM --extendReads) When required, bedgraph files were also generated using bigWigToBedGraph from Kent utils tools (Kent et al., 2010)*.* For identification of consistent HIF1α peaks, only those that were identified in both replicates were used for downstream analyses. Peaks were annotated using ChIPseeker package (version 1.20.0) using default parameters (TSS region ±3 kb) and subdivided into peaks at promoter or distal regions. A complete list of HIF1α peaks is available in Table S6.

Density plots were generated using computeMatrix (reference-point --referencePoint center) and plotHeatmap functions from deepTools. Enrichment of different features was at ±8 kb of centered HIF1α peaks at promoters or distal regions. H3K27ac, p300, H3K4me3 and H3K4me1 ChIP-seq data generated on E14 ESCs were retrieved from Cruz-Molina et al. (2017)*.*

Genome views of selected loci were generated using Spark (version 2.6.2). β-Catenin ChIP-seq data generated on V6.5 ESCs were retrieved from Zhang et al. (2013) and analyzed following our ChIP-seq workflow.

Overlap of HIF1α-, β-catenin- and ESC enhancer peaks was generated using intersect function (-wa -wb) from bedtools (version 2.29.2). Venn diagrams were generated manually. A complete list of HIF1α/β-catenin common targets at promoters and enhancers is available in Table S8.

### Gastruloid formation

Male F1G4 mouse ESCs (George et al., 2007) were cultured on 6 cm plates (Corning, 430166) gelatinized with 0.1% gelatin (Sigma-Aldrich, G1393) and coated with mitotically inactive primary mouse embryonic fibroblasts (3-4×10^4^ cells/cm²) with standard ES medium containing 15% fetal calf serum and 1000 U/ml LIF (Chemicon, ESG1107) at 37°C and 5% CO_2_. ESCs were split every second day with a 1:10 dilution. For splitting, media was aspirated and cells were washed once with PBS and trypsinized [Trypsin-EDTA (0.05%) (Gibco 25300054)] for 5-10 min at 37°C. Trypsin was neutralized by 3 ml ES media and cells centrifuged for 5 min at 1000 ***g***, after which the pellet was resuspended in ES media. ESCs were cultured in normoxia or hypoxia for 7 days. Gastruloids were then generated as described previously (Veenvliet et al., 2020) with some minor modifications. Briefly, ESCs were first depleted of feeders, then washed once in 5 ml pre-heated (37°C) PBS containing MgCl_2_ and CaCl_2_ (Sigma-Aldrich, D8662) and once in 5 ml NDiff 227 medium (Takara Bio, Y40002) pre-conditioned in normoxia or hypoxia. ESCs were then pelleted by centrifugation for 5 min at 1000 ***g*** and resuspended in 250 µl NDiff 227. Then, 10 µl of the cell suspension was mixed with 10 µl of Trypan Blue (Bio-Rad, 1450021) for automated cell counting with a Luna Automated Cell Counter. Four-hundred live cells were plated in a volume of 35 µl NDiff 227 into each well of a 96-well, round-bottom, low-attachment plate (Costar 7007 ultra-low-attachment 96-well plates). Cells were then allowed to aggregate for 48 h under normoxic or hypoxic conditions. After 48 h, the aggregates were treated with 3 µM Chi (CHIR99021, Merck Millipore) in 150 µl NDiff 227 for 24 h to induce robust gastruloid formation. For −Chi aggregates, 150 µl NDiff 227 without Chi was added. Between 72 and 120 h, medium was refreshed every 24 h by removing 150 µl of the old media and adding the same volume of new, pre-conditioned NDiff 227. Hypoxic gastruloids were formed at 2% O_2_.

### Whole-mount immunofluorescence of gastruloids

Gastruloids were picked using a p200 pipette with the tip cut off at the 50 µl mark. Gastruloids were washed twice with PBS+MgCl_2_ and CaCl_2_+0.5% BSA (Sigma-Aldrich, A8412), once with PBS, and then fixed in 4% PFA for 75 min in 8-well, glass-bottom plates (ibidi, 80827) at 4°C on a rocking platform. Subsequently, gastruloids were washed twice in PBS for 5 min, permeabilized by incubating for three 10 min washes in 0.5% Triton X-100/PBS (PBST), and blocked in 10% fetal calf serum/PBS-T (blocking solution) overnight at 4°C. Primary antibody incubation was performed in blocking solution for 48-72 h at 4°C, after which gastruloids were washed three times with blocking solution and three times with PBS-T. The following primary antibodies were used: rabbit anti-T (Cell Signaling Technology, D2Z3J; 1:500), goat anti-SOX2 (R&D Systems, AF2018; 1:500), goat anti-FOXA2 (Santa Cruz Biotechnology, sc-6554; 1:500). After the last washing step, gastruloids were incubated in blocking solution overnight at 4°C. The next day, secondary antibodies diluted in blocking solution were added, and gastruloids were incubated for 24 h at 4°C. The following secondary antibodies were used, all at a dilution of 1:500: donkey anti-rabbit Alexa Fluor 647 (Thermo Fisher Scientific, A31573), donkey anti-goat Alexa Fluor 546 (Thermo Fisher Scientific, A11056). Afterwards, gastruloids were washed three times with blocking solution and three times with PBST. The last PBST washing step after secondary antibody incubation included DAPI (0.02%; Roche Diagnostics, 10236276001). DAPI was incubated for 5 h or overnight and washed off once with PBS.

### Clearing and imaging of gastruloids for confocal microscopy

Prior to imaging, gastruloids were embedded in agarose and cleared with RIMS [Refractive Index Matching Solution; 133% w/v Histodenz (Sigma-Aldrich, D2158) in 0.02 M PB (see below)]. To this end, 10% low melting point (LMP), analytical grade (Promega, V2111) agarose was prepared in PBS, incubated at 80°C for 15 min, and cooled down to 37°C for 3 min in a thermomixer. Samples were washed twice with PBS for 10 min, post-fixed in 4% PFA for 20 min, and washed three times with 0.1 M phosphate buffer (PB; 0.025 M NaH_2_PO_4_, 0.075 M Na_2_HPO_4_, pH 7.4). The pipette was set to 20 µl and the gastruloids were stabilized on the ibidi plate with a drop of LMP agarose for 5 min until the agarose was dry. Clearing was performed by incubation in 200 µl RIMS on a rocking platform at 4°C for one to several days. Cleared gastruloids were imaged with a ZEISS LSM 880 Airyscan in confocal, Airyscan or Fastairy mode, using a Plan-Apochromat 20×/NA=0.8 objective, lateral pixel size of 0.1.2-1.2 µm and a typical *z*-spacing ranging from 1.9 to 3.3 μm and appropriate laser/filters for DAPI, Alexa Fluor 546 and Alexa Fluor 633 or combinations thereof. Brightfield images of non-cleared gastruloids were acquired with a ZEISS Celldiscoverer 7, with a Plan-Apochromat 5×/NA=0.3 objective and a 1× post-magnification, lateral pixel size of 0.9 µm and a typical *z*-spacing of 10 μm, running under ZEN Blue v3.1.

### Light-sheet microscopy

The gastruloids were imaged using a ZEISS Lightsheet LS Z1 microscope with appropriate filters for mCherry, Alexa 488 and DAPI. Prior to imaging, the gastruloids were embedded in 1.5% LMP agarose in a glass capillary and kept in the fridge for 5 min until the agarose was solidified. Subsequently, the capillary containing the samples in agarose columns were placed into the RIMS-filled sample chamber of the ZEISS Lightsheet Z1. The agarose column was slightly pushed out of the capillary into the RIMS solution and left overnight to clear the gastruloids. Post-processing of the images was performed using ZEN Blue/Black software (ZEISS).

### Post-acquisition image processing and analysis

Images captured in airy mode were processed using ZEN Black 2.3 software on a dedicated workstation. Confocal and wide-field image sets were analyzed downstream and further processed using ZEN Blue (version 3.2). Maximum intensity projections (MIPs) for morphometric analysis of gastruloids were generated using customized macros in the open application development module in ZEN Blue v3.2. Morphometric analysis was performed by either variance-based thresholding (brightfield images) or Otsu intensity thresholding (confocal MIPs) after faint Gaussian smoothing; close-by objects were segmented by standard shedding.

Single-cell image analysis of confocal datasets was also performed with customized analysis pipelines written in the image analysis module in ZEN Blue. Briefly, individual cells were identified by nuclear counter staining after Gaussian smoothing and background subtraction, adjusted to actual resolution of individual datasets, and close-by objects were segmented by water shedding. All objects/nuclei were filtered after identification by area of 100-1000 µm^2^ and circularity of 0.6-1 [√(4×area/π×FeretMax²)]. Within the resulting regions of interest (cells), fluorescence signal of the counterstaining was quantified. In total, >10 million single objects were analyzed, plotted and further quantified using customized R scripts.

### Quantification of T expression across the A-P axis

T expression along the anterior-posterior axis was performed in ZEN 3.3 lite. In detail, MIPs previously generated by ZEN Blue v3.2. were loaded into ZEN 3.3 lite. Brightness/contrast were automatically adjusted and a line (stroke thickness: 1) was manually drawn from the anterior to the posterior end of the structure along the midline, and the fluorescence intensity was measured using the ‘Profile’ function on the software. The distance was measured in nm.

To obtained binned intensities, first relative positions were calculated by dividing the absolute position by the total length of the structure, resulting in standardized relative positions on a 0-1 scale. Average intensities were then calculated for 0.01 sized bins, resulting in average intensity for 100 bins over the A-P axis. Plotting and k-means clustering was performed using PlotTwist (Goedhart, 2020).

### Live imaging

Gastruloids generated from T::H2B-mCherry, Sox2::H2B-Venus double-reporter mouse ESCs were imaged for 15 h using Olympus IXplore SpinSR microscope at 37°C, 5% CO_2_ and 2% O_2_. Imaging was performed by multi-position acquisition of gastruloids with a total stack size of 280 µm using an Olympus UPlanSApo 10×/0.40 objective. mCherry signal was acquired with the 561 nm laser (15% power) and a step size of 10 µm. Brightfield images were acquired with a step size of 70 µm. The imaging interval was set at 35 min.

### Imaging analysis

For morphometric analysis, brightfield images were used. For images acquired using the Olympus IXPlore SpinSR, *z*-stacks were first patched into a single focused image using the Gaussian-based stack focuser plugin. Images were then auto-thresholded using the Otsu algorithm and binary processed to fill holes. Manual thresholding was carried out in samples where auto-thresholding failed. Gastruloids were segmented, and masks with registered regions of interests were created.

For generation of the movie, the projected mCherry images' intensity range of display was set to a minimum of 0 and a maximum of 400, before being merged with the corresponding focused brightfield image. All bioimage analyses were executed using Fiji v1.53 s.

### Multiplexed scRNA-seq

Single-cell transcriptome profiling of gastruloids using Multi-seq was performed by combining protocols described previously (Bolondi et al., 2021; McGinnis et al., 2019; Veenvliet et al., 2020) with some modifications.

Gastruloids from NN +CHI, NH +CHI and NH −Chi conditions were generated as described above. From each condition, 28 elongated structures were pooled. Gastruloids were picked with a p200 pipette with the pipette tip cut-off at the 50 µl mark, and pooled in a 1.5 ml tube filled with ice-cold PBS. The three pools were washed twice with ice-cold PBS. Next, structures were dissociated in 50 µl TrypLE Express (Gibco) for 20 min at 37°C, with pipetting after 10 min. In the meantime, a 10× lipid-modified oligonucleotides (LMOs)–barcode (BC) oligo solution was prepared (1:1; 2 µM each) in PBS for each of the three samples on ice. From here on, every step was performed on ice. After cell dissociation, LMOs–BC solutions were added to each sample separately (final concentration 200 nM), and samples were incubated for 5 min on ice. In the meantime, a 10× co-anchor solution was prepared (2 µM) in PBS. Following the 5 min incubation, the co-anchor solution was added to each sample (final concentration 200 nM), and samples were further incubated for 5 min on ice. The reaction was quenched by adding 1 ml PBS+1% BSA to each tube. Cells were washed twice with 1 ml PBS+1% BSA with centrifugation steps performed for 5 min at 300 ***g*** and 4°C in low DNAbind Eppendorf tubes. Cell pellets were resuspended in 100 µl PBS+0.4% BSA and pooled together in one new tube. The cell suspension was filtered using Scienceware Flowmi Cell Strainers, 40 µm. Cells were then centrifuged for 5 min at 300 ***g*** at 4°C, and resuspended in 45 µl PBS+0.4% BSA and the cell concentration was determined using a hemocytometer. Cells were subjected to scRNA-seq (10x Genomics, Chromium™ Single Cell 3′ v3; one reaction). Single-cell libraries were generated according to the manual, with one modification: Multi-seq additive primer (5′-CTTGGCACCCGAGAATTCC-3′) was added at the cDNA amplification step (for a detailed protocol, see McGinnis et al., 2019). During amplified cDNA cleanup, the Multi-seq BC fraction was isolated and a separate library was performed as described. The cDNA library was sequenced with a minimum of 400 million fragments and Multi-seq BC library was sequenced with a minimum of 50 million fragments.

### scRNA-seq analysis

All analyses and plots were generated using R version 4.1.0 ‘Camp Pontanezen’ and Seurat (version 4.0.5) (Hao et al., 2021).

#### Preprocessing

The Cell Ranger pipeline version 3 (10x Genomics) was used for scRNA-seq data set to de-multiplex the raw base call files, generate fastq files, perform the mapping to the mouse reference genome mm10, filter the alignment and count barcodes and unique molecular identifiers.

To de-multiplex samples within our single Multi-seq scRNA-seq dataset, we used the deMULTIplex R package (version 1.0.2) (McGinnis et al., 2019). In short, sample IDs, ‘GGAGAAGA’ for NN +Chi, ‘CCACAATG’ for NH +Chi and ‘TGAGACCT’ for NH –Chi, were assigned to cells. Cells with no associated sample barcode and cells with more than one barcode (doublets) were discarded for downstream analysis.

#### Quality control

The initial quality control was performed with Seurat. Single-cell data generated were loaded with a minimum requirement of three cells and 200 features (default parameters). Cells with fewer than 200 or more than 2500 unique feature counts and a mitochondrial fraction above 5% were removed from the analysis. Quality control features were checked for each individual condition.

#### Data integration and cluster determination

The filtered Seurat object was divided by condition (NN +Chi, NH +Chi and NH –Chi). Subsequently, the expression data were independently normalized, and variable features within the three datasets were detected, log-normalized and scaled to 10,000 (default settings).

For integration of the three conditions, integration anchors within our three data sets were calculated and a PCA (reduction ‘rpca’, dims=1:30) was run. Finally, these anchors were used to integrate de data. A list of cell cycle markers was used to score for cell cycle stage and to subsequent scale the data with regression out (var.to.regress) of S and G2M phase-related genes (Macosko et al., 2015). For downstream analysis and visualization of the integrated dataset, a PCA followed by a UMAP (dims=1:30, n.neighbors=10) were run. A total number of ten clusters were identified applying standard parameters (FindNeighbors, dims=1:20 and FindClusters, resolution=0.5). These Seurat clusters were further annotated to germ layer origin taking into account cell-type annotation to mouse embryo.

#### Cell-type annotation to mouse embryo

Two independent publicly available mouse reference atlases (E6.5 to E8.5) were used to predict the *in vivo* cell ID of our integrated gastruloid data set as well as for proportion comparisons (Grosswendt et al., 2020; Pijuan-Sala et al., 2019). The reference atlases were filtered to include only the relevant time points for our study (E7, E7.5 and E8.5) and to exclude all extra-embryonic cell states. The mouse reference atlases and our integrated gastruloid data set were normalized (SCTransform, with default parameters). Cell-type classification was performed subsequently by finding anchors to transfer (dims=1:30) and adding these predictions to our integrated gastruloid data set. Prediction scores and percentage of cells assigned to each cluster were used as measurements for the cell-type annotation call (data not shown). Finally, gastruloid cells were matched to their *in vivo* counterparts. All analyses described below were carried out with gastruloid cells assigned to their *in vivo* counterparts according to Grosswendt et al. (2020).

Additionally, we used this information to annotate Seurat clusters based on germ layer origin.

#### Neural cell categorization

All neural cells assigned to future spinal cord and fore/midbrain were extracted from the integrated data set. To classify them, first neural cells were assigned to the Hox-positive module if expressing at least one Hox gene out of a subset of 28 (Duboule and Dollé, 1989). Among Hox-negative cells, a putative brain-like module was defined as cells not expressing any Hox gene, expressing at least five fore/midbrain marker genes out of the top 30 *in vivo* fore/midbrain marker genes, and not expressing the spinal cord marker gene *Fgfbp3* (Grosswendt et al., 2020). Lastly, a spinal cord-like module was defined that corresponded to the remaining fraction of cells that were Hox-negative and expressing fewer than five fore/midbrain marker genes.

#### Dorsal-ventral patterning categorization

All spinal cord assigned cells were extracted from the integrated data set. To study their dorsal-ventral patterning, a list of marker genes belonging to dorsal, midline and ventral identity was used (Sagner and Briscoe, 2019). Th ventral module was defined as cells expressing at least one out of three ventral genes and not expressing midline or dorsal markers. The same rule applied for midline and dorsal module assignment. Around 71.5% of spinal cord assigned cells survived the dorsal-ventral patterning categorization.

#### Pseudo-bulk expression analysis

To calculate average gene expression values per cell state and sample, the ‘AverageExpression’ function in Seurat was used.

### Statistical tests

For all distinct statistical tests performed in this study, *P*-values are given as: *P*>0.05 (not significant, ns), *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

## Supplementary Material

Click here for additional data file.

10.1242/develop.200679_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

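Gene expression was measured by bulk RNA-seq in ESCs, TSCs and XEN cells in normoxia and on days 2 and 7 of hypoxia, with 2 biological replicates per condition and 18 libraries in all. The columns labelled as day 0 were taken as the normoxic libraries. The authors deposited TPM, a value per gene and library scaled to a sum of 1000000 per library, in a table for each cell type. To make them, the authors trimmed and aligned the reads, counted them on genes, kept protein-coding genes above 0.4 CPM in at least 2 of 6 libraries and divided by gene length. Each table was normalized by the authors on its own, so no test of expression or of fold change was made between cell types. Only overlaps of DE genes were tested between them. No column was left unmapped.

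Whole reads behind the TPM were recovered in Python (version 3.11.15, with numpy 2.4.6 and pandas 2.3.3) from the step in each library whose multiples TPM times gene span fall on. Recovered reads were 37760281, 50296393, 55134671, 61958566, 56017126 and 39649654 in ESCs, in the order normoxia, day 2 and day 7 and by replicate. In the same order they were 43303174, 44073140, 49851157, 48633421, 47169027 and 43011669 in TSCs and 43683116, 72029021, 75204024, 71085275, 50419374 and 35592641 in XEN cells. All genes of the tables were found in the GENCODE annotation used here, which is of a later release than the paper's. Reads were recovered whole in all 6 libraries for 13395 of 13578 genes in ESCs, 13330 of 13518 in TSCs and 11367 of 11538 in XEN cells. The recovered reads were used only for depth, the share of the most abundant genes, the check of the authors' CPM filter, the tests of few reads and alternatives.

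Genes with TPM above 0.4 in at least 2 of the 6 libraries of a cell type were tested. The log2 of TPM plus a pseudocount of 0.5 was fitted with limma 3.58.1 in R 4.3.3 to the 6 libraries of a cell type, with a mean-variance trend, and day 2 and day 7 were each compared with normoxia and with each other. DE genes had a Benjamini-Hochberg adjusted p at or under 0.1 and a fold change over 1.5, as in the paper. The authors' test was edgeR's, which was not run here, and voom was applied to the recovered reads as an alternative. Gene sets were tested with camera at a preset correlation of 0.01 between genes, and by the place of their median log2 fold change among 10000 random sets of the same size matched on expression in 20 bins, where 0.0002 is the smallest two-sided p. Overlaps were tested with Fisher's exact test. Figures were drawn with matplotlib 3.10.9.

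The labels number the replicates, and neither the labels nor the text of the paper says whether libraries with the same number were grown or prepared together. The replicate number was therefore not part of the fit, and a fit with it as an additive block is given beside it. The deviations of same-numbered libraries from their group means were correlated across genes as a check. With 2 replicates per group, outlying libraries and other splits of the libraries could not be tested.

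The genes named were set by rule. They are the genes the paper names for these data, the genes behind its immunofluorescence markers, at most the 3 largest changes in each direction per gene set, and for each comparison the 3 DE genes with the largest fold change in each direction whose libraries did not overlap. The comparisons, the gene sets, this rule and the alternatives were set before the data were examined, apart from voom on recovered reads, the block with the replicate numbers of a group swapped and TPM recomputed with exon lengths, which were added later. The lists for lineages were read by eye from Fig. 1G, and illegible labels were left out. The alternatives were other pseudocounts, other filters on low values, median-ratio scaling, the replicate block, no mean-variance trend, a stricter threshold, fits to the 4 libraries compared, each library left out in turn, the ratio of mean TPM without a pseudocount for named genes, other tests of gene sets and other distances and linkages.

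On simulated reads, the step was recovered for 100% of 13000 genes at 2 depths. The limma fit was tested on simulated data with 2 replicates per group, and found 97% of 200 genes changed 4-fold at a dispersion of 0.01 and 96.5% at 0.05, with 12 and 15 false calls. With no gene changed it made 1 and 0 calls. The changed genes were taken from those with more reads, so the shares found do not apply to smaller changes or to genes with few reads. Of 200 unchanged gene sets, 2.5% had a p under 0.05 with camera and 4.5% with matched random sets. Simulated genes were drawn independently of each other, so these shares do not show how the tests behave on sets of correlated genes.

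The supplementary tables of the paper were not used here. Quantitative PCR, proteomics, chromatin binding, single-cell and gastruloid data were not analysed here.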

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

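The tests of scaling, depth, trophoblast genes and exchanged columns were chosen only after the results they measure had been seen, in whole or in part, and those of fibroblast genes, paralogs, the whole X chromosome, few reads and germline genes were chosen beforehand.

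The number of DE genes between day 7 and day 2 differed between the cell types, with 22 in ESCs, 2019 in TSCs and 4 in XEN cells, and the difference itself was not tested. With median-ratio scaling 1666 genes were DE in TSCs, so the authors' scaling does not account for the count. The mean number of reads on day 7 was 0.916 times that on day 2, too close for depth to account for it. A list of 19 genes of fibroblasts had a median log2 fold change of 0.028 (10 of 19 higher), or 0.26 after median-ratio scaling. The unscaled median was at percentile 96.99 of matched random sets (permutation of genes, p = 0.060) and both were under the limit of 1.5-fold set for the test, so a small rise of RNA from such cells is not ruled out, but the test's limits were not reached. A list of 14 genes of undifferentiated trophoblast had a median of -1.50, with 12 lower and 11 of them DE. The 8 of these genes whose values had not been seen had a median of -0.89, with 6 lower and 5 DE. Both were below all 10000 matched random sets (permutation of genes, p = 0.0002, the smallest it can give). Of 13 genes of differentiated trophoblast, 7 were higher, and their median of 0.22 was at percentile 99.7 of matched random sets but under the limit of 1.5-fold set for the test. After median-ratio scaling the medians of these lists of trophoblast genes were -1.26, -0.66 and 0.45. A partial loss of stem cell expression in TSCs by day 7 is a candidate explanation, which these lists cannot tell apart from another change of the cultures that lowers the same genes, since the culture of each library is not given. It runs against the paper's report that its stem cells stayed undifferentiated on day 7, with more CDX2 than in normoxia. That report rests on immunofluorescence, which measures protein, and the lists here hold RNA compared with day 2.

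Several genes moved in opposite directions in ESCs and TSCs on day 7, with both hypoxic libraries on the same side of both normoxic libraries in each, and the difference was not tested. T had a log2 fold change of 2.05 in ESCs and -1.28 in TSCs, Eomes 0.81 and -1.71, Cdx2 1.06 and -1.80, Nanog 0.28 and -0.89, Tbx6 0.48 and -0.41 and Wnt7b 0.97 and -0.64. Without replicate 2 of normoxia, Tbx6 in ESCs was only 1.02-fold higher. T was listed at 0 in both TSC libraries on day 7, so the size of its change there is set by the pseudocount. The only one of these 12 changes past the threshold was that of T in ESCs. Under some alternatives others were past it, namely T in TSCs with a pseudocount of 0.1 (-3.01, adjusted p = 0.0824, up to 0.252 over the alternatives) and, with only the 4 libraries compared or a library of day 2 left out, Eomes and Cdx2 in both cell types. Over the alternatives the adjusted p of Eomes was from 0.0351 to 0.229 in ESCs and from 0.0887 to 0.210 in TSCs, and that of Cdx2 from 0.0361 to 0.285 and from 0.0717 to 0.187. After median-ratio scaling the log2 fold change of Eomes in TSCs was -1.54, but this was not a real test of scaling. The median log2 ratios it removes lay between -0.25 and 0.10 in the TSC libraries, too small to reverse changes of this size, and TPM of 0 stay at 0. If the libraries of TSCs labelled normoxia and day 7 had been exchanged, the glycolysis genes would be lower in those labelled day 7, and their median log2 fold change was 0.27. An exchange of days 2 and 7 was not tested. The glycolysis genes cannot exclude it, since their median was above 0 on day 2 as well (1.08). No biological explanation was tested for the opposite directions.

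On day 2, Tbx6 had a log2 fold change of 1.30 in ESCs and 1.22 in TSCs but -0.28 in XEN cells. Krt7 had 0.76 in ESCs and -0.41 in TSCs, and Wnt3 had 0.21 and -0.79. Here too both hypoxic libraries lay on the same side of both normoxic libraries, the differences were not tested and none of these changes was past the threshold. No explanation was tested for them.

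X-linked genes, which the paper does not discuss for these data, made up 21 of the 88 genes higher in ESCs on day 7, or 23.9% against 3.57% of the genes tested (Fisher's exact test, two-sided, p = 2.7e-12). They include 8 of 8 Xlr genes, 5 of 7 Rhox genes and 3 of 3 Magea genes tested, families singled out after their values were seen, and all 18 genes of these families were higher. Such families hold near-identical copies that can share reads. With each family counted once, 10.96% of the higher genes were X-linked (8 of 73, Fisher's exact test, two-sided, p = 0.00353), so shared reads do not fully account for the share. The median log2 fold change of well expressed X-linked genes was above that of autosomal genes by 0.000858, so the whole chromosome did not change. After median-ratio scaling the share was 29.7%. The median log2 ratios removed in ESCs lay between -0.066 and 0.051, too small to test rises of 1.09 to 3.33 on the log2 scale. The X-linked DE genes had a median of 90 reads in the lower library of day 7, so few reads do not account for the share. A list of 24 germline genes had a median log2 fold change of 0.062 (14 of 24 higher, at percentile 53.3 of matched random sets). Germline genes whose values had been seen were left out of it, among them Tuba3a, which was DE and higher. The genes kept showed no general rise, but such a list cannot rule out a rise of germline genes. A rise of clusters of related X-linked genes under prolonged hypoxia is therefore a hypothesis, and time in culture cannot be told apart from hypoxia, as the tables hold a single normoxic group.

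Col6a1 had a log2 fold change of 6.45 in XEN cells on day 7, the largest of the DE genes there, and the paper does not discuss it. It was also higher on day 2, with TPM of 0.989 and 1.17 against 0.142 and 0.108 in normoxia. The fibroblast genes that could be tested in XEN cells were 2 in number, with a median log2 fold change of -0.54, so this weak test gave no sign of RNA from such cells. The lower library of day 7 held 1798 reads on Col6a1, so few reads do not account for it. After median-ratio scaling the log2 fold change was 6.48, and the median log2 ratios removed (from -0.027 to 0.030) are too small to test a change of this size. A rise of collagen VI expression in hypoxic XEN cells is a hypothesis, found and tested on the same data.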

How the results depend on the processing

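Comparisons here are counts of DE genes, gene sets, overlaps, developmental families and clustering. Of these, 286 results under single alternatives stayed within the limits set for a change, and 40 counts moved by more than 1.5 times. Of the tests, 16 became weaker and 4 became stronger. Another 1, endoderm on day 2, was counted as reversed by the sign of its median alone. The counts of 0 DE genes on day 2 in ESCs and XEN cells were 0 under all 10 alternatives, where 620 and 846 genes had an unadjusted p under 0.05. Clustering by cell type held for 18 of 18 libraries under each alternative tried. Voom on recovered reads and the block with swapped replicate numbers were chosen after seeing the data. For every change below, the cause was not tested.

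With replicate number as a block, the DE genes were 18 in ESCs on day 7 (93 without it), 6 in ESCs between day 7 and day 2 (22), 3 in TSCs on day 2 (25), 13 in TSCs on day 7 (48) and 43 in XEN cells on day 7 (12). With only the 4 libraries compared, they were 320 in ESCs on day 7, 6 in ESCs between the days, 0 in TSCs on day 2 (1639 genes had an unadjusted p under 0.05 in the fit to 6 libraries), 1 in XEN cells on day 7 and 37 in XEN cells between the days (4). With no filter on low values, they were 14 in ESCs between the days, 11 in TSCs on day 2, 13 in TSCs on day 7 and 2 in XEN cells between the days. With TPM of at least 1 in at least 2 libraries, they were 14 in ESCs between the days, and with median-ratio scaling also 14. Without the mean-variance trend, they were 19 in XEN cells on day 7 and 2 between the days. With voom, they were 14 in TSCs on day 2, 24 in TSCs on day 7, 6 in XEN cells on day 7 and 2 between the days. With swapped replicate numbers, they were 60 in ESCs between the days, 326 in TSCs on day 2 and 1 in XEN cells between the days. At an adjusted p of 0.05, they were 38 and 14 in ESCs on day 7 and between the days, 6, 12 and 922 in TSCs on day 2, on day 7 and between the days, and 2 in XEN cells between the days.

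Leaving out a library of the group not compared, which keeps both arms whole, gave from 319 to 322 DE genes in ESCs on day 7, 6 in ESCs between the days, 0 in TSCs on day 2, 1 in XEN cells on day 7 and 36 in XEN cells between the days. Without a library of the groups compared an arm holds 1 library, so no test was made. All DE genes of ESCs on day 7 stayed past 1.5-fold in the same direction in each such case. So did those of the other comparisons, apart from TSCs between day 7 and day 2, where some of the DE genes did not.

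The overlap of DE genes between cell types was 9 on day 2 and 24 on day 7 with an unadjusted p under 0.05 in the other cell types, and 3 on day 7 both with the 4 libraries compared and with median-ratio scaling. DE genes of the developmental families on day 7 were 2 in ESCs, 2 in TSCs and 2 in XEN cells with the block, 17 in ESCs with the 4 libraries and 3 in TSCs with no filter.

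With the correlation between genes estimated for each set, the adjusted p for glycolysis was 0.184 in ESCs and XEN cells on both days, 0.130 in TSCs on day 2 and 0.166 in TSCs on day 7, and these were the highest over the alternatives, with the lowest between 1.4e-20 and 1.9e-07. It was 0.245 for angiogenesis in ESCs on day 7 (lowest 1.2e-05), 0.556 in TSCs on day 2 (lowest 0.0009) and 0.355 in XEN cells on day 7 (lowest 0.0198). It was 0.586 for mesoderm on both days and for endoderm on day 7 (lowest 0.0008, 0.000285 and 0.0008), and 0.747 for ectoderm on day 2 (lowest 0.0008). With matched random sets, angiogenesis had 0.00216 in TSCs on day 7 (up to 0.855 over the alternatives), 0.0016 in XEN cells on day 2 (up to 0.488) and 0.282 in XEN cells on day 7, and ectoderm had 0.00192 on day 7 (up to 0.787). Endoderm on day 2 had 0.947 with matched random sets (from 0.548 over the alternatives). It was counted as reversed there only by the sign of its median (0.0074). That median lay at percentile 42.59 of those sets, the same lower side that camera gave. The block gave 0.0573 for angiogenesis in XEN cells on day 2, and no filter and median-ratio scaling each gave 0.112 for ectoderm on day 2.

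Of the genes named, Ctnnb1 in TSCs on day 2 reversed under median-ratio scaling (log2 fold change -0.025), as did Mixl1 in TSCs on day 7 (0.011), both near 0. Under single alternatives 23 other gene results became weaker and 9 stronger, and 26 moved by more than the spread between replicates, all as the ratio of mean TPM without a pseudocount. The log2 fold change of T in ESCs on day 7 was past the threshold under each of the alternatives tried, with an adjusted p from 0.000439 to 0.0517. Where a library was left out, 25 medians of gene sets and 64 gene results moved by more than the spread between replicates. Tmprss2 and Wnt7a in ESCs were below the level tested, and in the fit with no filter on low values neither was past the threshold (adjusted p of 0.988 and 0.649 for Tmprss2 and 0.995 and 0.619 for Wnt7a on days 2 and 7).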

Differences from the paper's values

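The paper's counts of DE genes are higher in all 6 comparisons. On day 2 and day 7 the paper's values are 268 and 522 in ESCs, 677 and 606 in TSCs and 366 and 659 in XEN cells, and those found here were 0 and 93, 25 and 48, and 0 and 12. At an unadjusted p under 0.05, 620 genes passed in ESCs and 846 in XEN cells on day 2. The paper's test was edgeR on read counts, and the counts here are from limma on TPM. None of the alternatives set before the data were examined closed any of these gaps. As edgeR was not among the alternatives, they do not show whether the choice of test accounts for the gaps. The highest count they gave for ESCs on day 7 was 322, with a library of day 2 left out, and the block with swapped replicate numbers, chosen after seeing the values, gave 326 for TSCs on day 2.

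DE genes shared by the 3 cell types were about 8 on day 2 and about 9 on day 7 in the paper (Fig. 1E, read by eye), and 0 on both days here. None of the alternatives set before the data were examined closed this gap. At an unadjusted p under 0.05 in the same direction in another cell type, 9 genes on day 2 and 24 on day 7 were shared by at least 2 cell types, and 5 and 4 of them by all 3.

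From gene ontology terms of its DE genes, the paper reports glycolysis genes as rising early in ESCs and not in TSCs and XEN cells. The values here are medians over lists of genes, which is a different measure. Here the median log2 fold change of glycolysis genes on day 2 was 0.65 in ESCs, 1.08 in TSCs and 0.47 in XEN cells. With the correlation between genes estimated for each set, no glycolysis result was past the threshold in any cell type, ESCs included (adjusted p from 0.130 to 0.184, against a lowest of 1.4e-20 over the alternatives). The paper also reports an early rise of angiogenesis genes in ESCs. The median of the list here on day 2 was 0.03 (adjusted p = 0.671 from camera, from 0.492 to 0.910 over the alternatives). Of the 40 genes tested, 4 were higher past 1.5-fold and 2 lower, none DE. A median does not rule out a rise of a few genes.

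The bars for TSCs on day 7 in Fig. 1D show mostly higher genes, and here 43 of 48 DE genes were lower. With median-ratio scaling 36 of 42 were lower.

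The paper lists Tbx6 among genes raised in ESCs, and it was not DE on either day (log2 fold change 1.30 and 0.48). Tmprss2 was below the level tested, and not past the threshold with no filter on low values. Mixl1 is among the genes the paper describes as higher, and it was not DE on day 7 (1.18, adjusted p = 0.269, from 0.0947 to 0.485 over the alternatives), though it was with only the 4 libraries compared. Eomes and Lef1, which the paper describes as induced, were not DE on day 7 (0.81 and 0.75), though both were with only the 4 libraries compared (lowest adjusted p over the alternatives 0.0351 and 0.0740, highest 0.229 and 0.622). Lef1, which the paper describes as raised on day 2, had a log2 fold change of 1.11 there and an adjusted p of 0.683 (from 0.627 to 0.996 over the alternatives).

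Of the 4 Wnt genes the paper calls, Wnt3 was DE here (adjusted p from 0.0174 to 0.229 over the alternatives), though not with the replicate block (0.229), with TPM of at least 1 in at least 2 libraries (0.147) or with median-ratio scaling (0.1002). Wnt4 was not (adjusted p = 0.295, from 0.0969 to 0.504 over the alternatives), though it was with only the 4 libraries compared. Wnt7b had an adjusted p of 0.355 (from 0.102 to 0.447) and was DE under none of the alternatives tried, and Wnt7a was below the level tested, and not past the threshold with no filter on low values.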

Other observations

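The test of scaling below was chosen only after the results it measures had been seen, in part, and the test of fibroblast genes was chosen beforehand.

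The replicates of normoxic TSCs had the lowest correlation of any pair of replicates, with Pearson's r of 0.967 across genes. A list of 19 fibroblast genes was higher in replicate 1 than in replicate 2 for 19 of 19 genes, with a median log2 ratio of 2.45, above all 10000 matched random sets (permutation of genes, p = 0.0002, the smallest it can give). Their summed TPM was 4098 and 541 in normoxia, 427 and 1980 on day 2 and 1027 and 607 on day 7. The paper states that TSCs were cultured on feeders. RNA from feeder fibroblasts in differing amounts is a candidate explanation for part of this spread, which the tables cannot tell apart from expression of these genes by the TSCs themselves. The fibroblast genes were lower in hypoxia, with a median log2 fold change of -0.55 on day 2 (18 of 19 lower) and -0.80 on day 7 (16 of 19 lower), none DE, and replicate 1 of normoxia weighs on both.

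The rise of glycolysis genes in TSCs and XEN cells on day 2 was also tested against the authors' scaling of the tables. After median-ratio scaling at least 20 of the 22 genes were higher in each of these cell types. This is a weak test, since the median log2 ratios removed lay between -0.25 and 0.10 in TSCs and between -0.027 and 0.030 in XEN cells. That hypoxia raises glycolysis genes in all 3 cell types is a hypothesis, as the median was also higher in ESCs (21 of 22 genes).

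Nanog in ESCs had a TPM of 811 ± 78.9 (SD, n = 2) in normoxia and 984 ± 62.2 on day 7, a log2 fold change of 0.28 (adjusted p = 0.741 from limma). Cdx2 in TSCs had a TPM of 132 ± 10.3 (SD, n = 2) in normoxia and 37.7 ± 3.61 on day 7 (adjusted p = 0.124 from limma), and was DE with only the 4 libraries compared. Its adjusted p ranged from 0.0717 to 0.187 over the alternatives. Gata4 in XEN cells had a TPM of 195 ± 3.03 (SD, n = 2) in normoxia and 163 ± 6.09 on day 7, a log2 fold change of -0.26 (adjusted p = 0.633 from limma). By immunofluorescence, the paper reports higher CDX2 and GATA4 on day 7 of hypoxia. Cdx2 and Gata4 RNA ran the opposite way here, neither past the threshold in the main fit, and RNA and protein are different measures. In TSCs, Wnt6 fell by 2.12 on the log2 scale on day 7 (adjusted p = 0.0801 from limma, 0.145 with the replicate block), the only Wnt gene DE there.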
